# Engineered Cell Elongation Promotes Extracellular Electron Transfer of Shewanella Oneidensis

**DOI:** 10.1002/advs.202403067

**Published:** 2024-09-05

**Authors:** Feng Li, Huan Yu, Baocai Zhang, Chaoning Hu, Fei Lan, Yuxuan Wang, Zixuan You, Qijing Liu, Rui Tang, Junqi Zhang, Chao Li, Liang Shi, Wen‐Wei Li, Kenneth H. Nealson, ZhanYing Liu, Hao Song

**Keywords:** biofilm formation, cellular length, *c*‐type cytochromes, divisome, extracellular electron transfer (EET)

## Abstract

To investigate how cell elongation impacts extracellular electron transfer (EET) of electroactive microorganisms (EAMs), the division of model EAM *Shewanella oneidensis* (*S. oneidensis*) MR‐1 is engineered by reducing the formation of cell divisome. Specially, by blocking the translation of division proteins via anti‐sense RNAs or expressing division inhibitors, the cellular length and output power density are all increased. Electrophysiological and transcriptomic results synergistically reveal that the programmed cell elongation reinforces EET by enhancing NADH oxidation, inner‐membrane quinone pool, and abundance of *c*‐type cytochromes. Moreover, cell elongation enhances hydrophobicity due to decreased cell‐surface polysaccharide, thus facilitates the initial surface adhesion stage during biofilm formation. The output current and power density all increase in positive correction with cellular length. However, inhibition of cell division reduces cell growth, which is then restored by quorum sensing‐based dynamic regulation of cell growth and elongation phases. The QS‐regulated elongated strain thus enables a cell length of 143.6 ± 40.3 µm (72.6‐fold of that of *S. oneidensis* MR‐1), which results in an output power density of 248.0 ± 10.6 mW m^−2^ (3.41‐fold of that of *S. oneidensis* MR‐1) and exhibits superior potential for pollutant treatment. Engineering cellular length paves an innovate avenue for enhancing the EET of EAMs.

## 1 Introduction

EAMs exchange electrons and energy with environments via EET, which play a central role in diverse bio‐electrochemical systems (BES) for sustainable power and chemicals production.^[^ ^1^ ^]^ For example, microbial fuel cells (MFC) utilize electron‐producing bacteria to produce bioelectricity via degradation of organic wastes in wastewaters,^[^ ^2^ ^]^ while electron‐harvesting bacteria are used for CO_2_ and N_2_ fixation,^[^ ^3^ ^]^ to achieve electrosynthesis of value‐added chemicals, for example, acetate,^[^ ^4^ ^]^ biofuels,^[^ ^5^ ^]^ bioplastics,^[^ ^6^ ^]^ terpenes,^[^ ^7^ ^]^ and vitamins.^[^ ^8^ ^]^ However, for all these reactions, the low EET rate between EAMsprecursor and electrodes is often a major bottleneck for practical applications of BES. To increase the EET of EAMs, previous endeavors studied how cellular physiology impacted the electrophysiology of EAMs, such as substrate utilization,^[^ ^9^ ^]^ reducing equivalents (NAD^+^/H) precursor synthesis and regeneration,^[^ ^10^ ^]^ expression and maturation of *c*‐type cytochromes,^[^ ^11^ ^]^ assembly of conductive nanowires,^[^ ^12^ ^]^ synthesis and secretion of electron shuttles,^[^ ^13^ ^]^ and conductive biofilm formation.^[^ ^14^ ^]^

Cell dimension is an essential physiological function that has significant effects on cell growth and metabolism.^[^ ^15^ ^]^ Recently, a number of studies explored molecular and genetic mechanisms of change of cell dimension,^[^ ^16^ ^]^ and investigated its impact on cell metabolism, thus to enhance chemicals production.^[^ ^17^ ^]^ For example, Chen et al. increased the cell size of *Escherichia coli* (*E. coli*) by weak expression of the actin‐like protein MreB and overexpression of division inhibitor SulA, which resulted in 100% increase in accumulation of polyhydroxybutyrate (PHB) granules.^[^ ^18^ ^]^ Ding et al. applied an optogenetic system combining blue and near‐infrared light to dynamically control the cell size of *E. coli* by prolonging the C and D periods, which increased the production of poly(lactate‐*co*‐3‐hydroxybutyrate).^[^ ^17b^ ^]^ However, the relation between cell dimension and energy metabolism of cells was rarely investigated. Notably, a recent study showed that treatment of the EAM *Shewanella oneidensis* (*S. oneidensis*) MR‐1 with the cell‐division‐inhibitor cisplatin converted the rod‐shaped cells to elongated, filamentous forms,^[^ ^19^ ^]^ which increased the output current density from 111 ± 10.4 (*S. oneidensis* MR‐1) to 646 ± 40.9 mA m^−2^ (*S. oneidensis* MR‐1 with cisplatin treatment). Zhao et al.^[^ ^20^ ^]^ increased the cell length by overexpressing cell division inhibitor SulA, which enhanced biofilm thickness, but the specific underlying mechanism for manipulating cell length and its impact on cell electrophysiology has yet been systematically established.

Bacterial cell length is essentially determined by relative rates of cell division, which is controlled by activities of divisome gene products,^[^ ^21^ ^]^ enabling the change of cell shape from rods to fibers or mini‐cells.^[^ ^15^, ^17^, ^18^, ^22^ ^]^ The programming of cell length in *S. oneidensis* MR‐1 was thus classified into two modules (**Figure** **1**), namely the divisome assembly module, and the divisome disruption module. In the divisome assembly module, four division proteins are responsible for the divisome formation: 1) the Z‐loop‐forming protein FtsZ, 2) the cell membrane anchorin protein FtsA, 3) the recruiting and scaffolding protein FtsQ, and 4) the trigger protein FtsN for septal peptidoglycan synthesis.^[^ ^21^ ^]^ Hence, downregulating the expression level of these division‐associated proteins to hinder divisome formation could potentially increase cell length.^[^ ^18^, ^23^ ^]^ In the divisome disruption module, four division inhibitors are responsible for disrupting the FtsZ filament: 1) two proteins involved with the membrane‐linked Min oscillation system (MinC/MinD), 2) a nucleoid‐associated division inhibitor SlmA, and 3) a cytoplasmic division inhibitor SulA that sequester FtsZ monomer or disrupt the FtsZ polymer.^[^ ^24^ ^]^ Upregulation any of these division inhibitors (MinC, MinD, SulA, or SlmA) may disrupt the divisome formation thus elongate cells.

**Figure 1:**
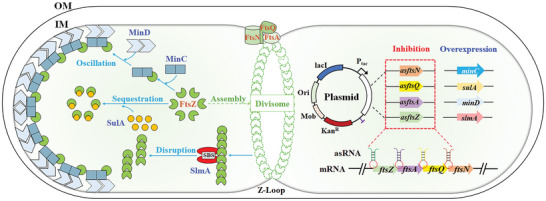
The design approach to increase cell length by inhibiting the divisome formation of *S. oneidensis*. The mechanism underlying the cell division of *S. oneidensis* can be divided into two modules: divisome assembly and divisome disruption. The divisome assembly module contained four proteins responsible for the divisome formation, including the protein FtsZ that formed Z‐loop at the mid cell by self‐polymerizing into filaments to localize and initiate cell division after DNA replication,^[^ ^21a^ ^]^ the cell membrane anchorin FtsA to recruit downstream division proteins FtsQ and FtsN, the recruiting and scaffolding protein FtsQ to control the assembly of early and late cell division proteins, and the trigger protein FtsN for septal peptidoglycan synthesis,^[^ ^21b^ ^]^ the translation of which were inhibited by asRNAs. The divisome disruption module contained four division inhibitors for disrupting the FtsZ filament, including the membrane‐linked Min system (MinC/MinD) for the oscillating FtsZ monomer to cell pole to prevent the formation of the Z ring away from the mid cell,^[^ ^24a^ ^]^ the nucleoid‐binding SlmA linked to the chromosome to prevent the formation of Z ring over the origin‐proximal region of the nucleoid by disrupting FtsZ polymer,^[^ ^24c^ ^]^ and the cytoplasmic SulA to sequester FtsZ monomer,^[^ ^24b^ ^]^ which were overexpressed to achieve cell elongation.

In this study, the cellular length of *S. oneidensis* MR‐1 was engineered via inhibiting the formation of cell divisome (Figure 1). The electrophysiology of cell elongation was systematically investigated in terms of three biological mechanisms, namely intracellular electron generation, EET, and electroactive biofilm formation. Moreover, a quorum sensing (QS)‐based dynamic regulation circuit was integrated to separate cell growth and elongation phases, thus regained cell growth impaired by cell elongation. The cell length of the finally obtained strain was enormously increased, and output power density was enhanced to 3.41‐fold of that of WT with superior efficiency for pollutant treatment. We concluded that cell length plays an important role in determining cell electrophysiology, and engineering cellular length provides an innovate avenue to enhance the EET of EAMs.

## 2 Results

### 2.1 Program Cell Elongation by Inhibiting Divisome Formation

To increase cell length of *S. oneidensis* MR‐1, the genes *ftsA*, *ftsN*, *ftsQ*, and *ftsZ* encoding division proteins were individually deleted. However, deletions of these genes were found to be fatal to *S. oneidensis* MR‐1. Anti‐sense RNAs (asRNA)^[^ ^25^ ^]^ were thus designed to inhibit the translation of FtsA, FtsN, FtsQ, and FtsZ, which resulted in four recombinant strains AsftsA, AsftsN, AsftsQ, and AsftsZ (Figure 1, Tables S1 and S2, Supporting Information), respectively. Previous studies demonstrated that asRNA could not only function at the translational level but also repress gene transcription or trigger mRNA degradation,^[^ ^25^ ^]^ thus expression of the target genes was indeed repressed (Figure S1A, Supporting Information). Meanwhile, strains MinC, MinD, SlmA, and SulA were constructed for overexpressing the corresponding division inhibitor genes, respectively (Figure 1, Tables S1 and S2, Supporting Information), and the transcriptional levels of these target genes (*minC*, *minD*, *slmA*, and *sulA*) were increased (Figure S1B, Supporting Information).

Scanning electron microscopy (SEM) examination showed that all these eight strains were longer than the WT *S. oneidensis* MR‐1 (WT) (**Figure** **2**A; Figure S2, Supporting Information), confirming that inhibition of cell division could increase cell length. Particularly, cells of the strains SulA, MinD, MinC, and SlmA were filamentous and entangled on the anode, indicating the division inhibitors were more effective for cell elongation. The mean cell length (MCL) of the engineered strains all increased in comparison to that of WT (1.95 ± 0.33 µm), while the mean cell width (MCW) of these strains was close to that of WT (Figure 2B). Accordingly, based on the model of rod‐shape (Figure S3, Supporting Information; Equations (2)–(4), the quantified mean surface area (MSA) and mean cell volume (MCV) of the engineered strains were both increased (Figure 2C,D), while the specific surface area (SSA) was slightly decreased. Among these strains, strain SlmA was the longest, with a length of 130.0 ± 18.8 µm, which was 65.7‐fold higher than that of WT.

**Figure 2:**
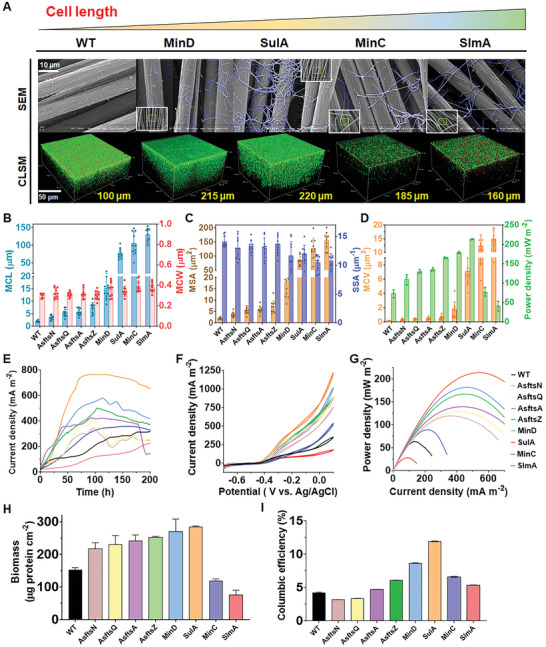
Morphological and electrochemical performance of the elongated strains. A) SEM and CLSM images of WT and four elongated strains overexpressing division inhibitors, ordered from left to right by increasing cell length (scale bar: 10 µm for SEM; 50 µm for CLSM images). Green fluorescence represented live cells labeled with SYTO 9, red fluorescence represented dead cells labeled with propidium iodide (PI). The excitation/emission wavelengths were 480/500 nm for SYTO 9 stain and 490/635 nm for PI. B) Mean cell length (MCL) and mean cell width (MCW) of WT and eight elongated strains. C) Mean surface area (MSA) and specific surface area (SSA) of WT and eight elongated strains. D) Mean cell volumes (MCV) and power densities of WT and eight elongated strains. E) Time–current curves of the MFCs incobated with WT and eight elongated strains. F) Cyclic voltammetry (CV) curves of the MFCs inoculated with WT and eight elongated strains under turnover conditions with a scan rate of 1 mV s^−1^. G) Power density curves of WT and eight elongated strains obtained by linear sweep voltammetry. H) Electrode‐attached biomass of WT and eight elongated strains after discharge. I) Columbic efficiencies of WT and eight elongated strains. Data were presented by three independent biological replicates as means ± SD.

To determine the impact of cell elongation on EET, the output current density and power density of these strains were measured (Figure 2E–G). Compared to WT, the output current and maximum power output of the engineered strains AsftsN, AsftsQ, AsftsA, AsftsZ, MinD, and SulA increased in accordance with their MCV (Figure 2D). Correspondingly, they also displayed thicker biofilm, cell abundance on electrodes, and higher columbic efficiency in comparison to those of WT (Figure 2A,H,I; Figure S2, Supporting Information). Strain SulA, with cellular length of 77.3 ± 14.3 µm, achieved the highest power density of 212.9 ± 1.1 mW m^−2^, 3.2‐fold of that of WT (72.8 ± 10.1 mW m^−2^). Although strains MinC (105.2 ± 32.4 µm) and SlmA (130.0 ± 18.8 µm) were longer than strain SulA, their output power densities (76.6 ± 10.8 mW m^−2^ and 40.5 ± 12.5 mW m^−2^, respectively), biofilm thickness, cell abundance on electrodes, and columbic efficiency were not higher than strain SulA (Figure 2A,H,I; Figure S2, Supporting Information). Collectively, these results suggested that an increase in cell length could promote EET efficiency.

### 2.2 Electrophysiological Analyses of Cell Elongation

To investigate how increased cell length impacted intracellular electron generation, cell growth and metabolism of the programmed elongated strains were analyzed. Although the expression of division inhibitors was controlled at a minimum level to reduce their intrinsic cytotoxicity, the growth rate of strains MinD, SulA, MinC, and SlmA was severely declined (Figure S4, Supporting Information). The specific growth rates of strains MinD (0.486 ± 0.010 h^−1^), SulA (0.482 ± 0.011 h^−1^), MinC (0.439 ± 0.010 h^−1^) and SlmA (0.359 ± 0.011 h^−1^) were lower than that of WT (0.553 ± 0.008 h^−1^) (**Figure** **3**A; Figure S5A, Supporting Information), suggesting that the overexpression of these division inhibitors inhibited cell growth. The growth defects further impeded lactate uptake (Figure 3B), which consequently reduced the intracellular electron pool (namely the total level of NAD(^+^/H)) and metabolic activity (namely the ATP level) (Figure 3C) of strains MinD, SulA, MinC, and SlmA. On the other hand, the expression of asRNAs had a negligible effect on cell growth (Figure S5B, Supporting Information). Notably, the specific growth rate of the strains increased in the order of WT > AsftsN > AsftsQ > AsftsA > AsftsZ > MinD > SulA > MinC > SlmA. Correspondingly, the cell doubling time increased in the opposite order, that is, WT <AsftsN <AsftsQ <AsftsA <AsftsZ <MinD <SulA < MinC <SlmA (Figure S5C,D, Supporting Information; Equation (3)). These results showed that the specific growth rate of strains decreased along with cell length, while the doubling time increased along with cell length, which validated the “allometric scaling” phenomenon in prokaryotes,^[^ ^16^, ^26^ ^]^ namely “the smaller an organism, the faster the doubling time of its biomass”.

**Figure 3:**
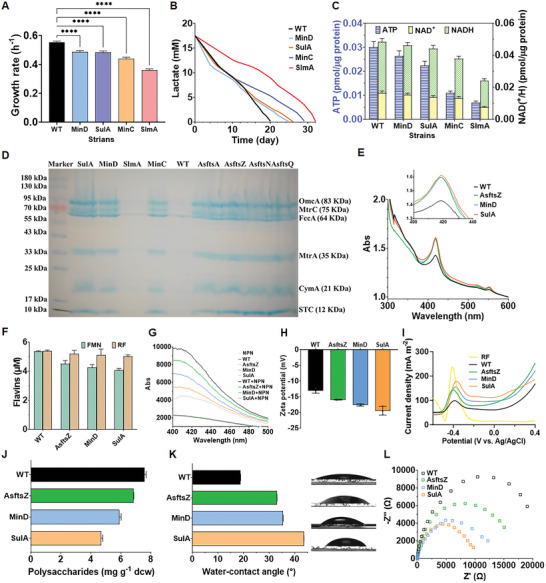
Electrophysiological performance of the elongated strains. A) Specific growth rates of the WT and the four elongated strains expressing the division inhibitors calculated by fitting growth curves with the Logistic curves using the GraphPad Prism 10.1.2 software. Significant difference was analyzed by the ordinary one‐way ANOVA method. B) Lactate consumption curves of WT and the four engineered strains expressing division inhibitors in MFCs. C) Intracellular ATP assay and NAD(^+^/H) measurement of the WT and the four elongated strains MinD, SulA, MinC, and SlmA. D) SDS‐page and heme staining of *c*‐type cytochromes of WT and eight elongated strains, which were normalized to OD_600 _= 0.5. E) UV/vis spectral characterization of total *c*‐Cyts levels of WT and the elongated strains AsftsZ, MinD, and SulA. Insert was the magnification of the section of 400–420 nm. Data are normalized to OD_600_ to account for cell density. F) Flavins concentration of the WT and elongated strains. G) Membrane permeability measured by NPN uptake assay. H) Zeta potentials of cells of the WT and elongated strains. I) Differential pulse voltammograms (DPV). J) Extracellular polysaccharide contents of the WT and elongated strains AsftsZ, MinD, and SulA. K) Water‐contact angles of strains WT, AsftsZ, MinD, and SulA. L) Electrochemical impedance spectra (EIS) analysis of strains WT, AsftsZ, MinD, and SulA in MFCs. Data were presented by three independent biological replicates as means ± SD. Significant difference was analyzed by the ordinary one‐way ANOVA method.

The levels of *c*‐cytochromes (*c*‐Cyts) in the constructed strains were also measured to determine the impact of cell elongation on direct EET. Heme staining, UV/vis spectroscopy, and immunofluorescence localization experiments consistently suggested that cell elongation increased *c*‐Cyts level. Specifically, heme staining revealed a complete Mtr conduit of *S. oneidensis*, including the inner membrane *c*‐Cyt CymA (21 kDa), the periplasmic *c*‐Cyts FccA (64 kDa) and STC (12 kDa), as well as the outer membrane *c*‐Cyts MtrA (35 kDa), MtrC (73 kDa), and OmcA (83 kDa) (Figure 3D). At OD_600 _= 0.5, the lane of these c‐Cyts in WT and SlmA were weak, but prominent in other strains especially AsftsZ, MinD, and SulA. UV/vis spectroscopy measurements consistently revealed the total *c*‐Cyts levels of strains AsftsZ, MinD, and SulA were elevated as compared with WT and SulA was the highest (Figure 3E). Immunofluorescence localization was performed to observe the distribution of outer membrane *c*‐Cyt MtrC in different morphologic strains (WT vs SulA). The more pronounced fluorescent signals on the surface of strain SulA indicated that the density of cell surface *c*‐Cyts of strain SulA was higher than that of WT (Figure S6, Supporting Information). Previous investigations have demonstrated the importance of *c*‐Cyts for direct contact‐based EET in nanometer distance.^[^ ^1^, ^11^, ^27^ ^]^ Thus, cell elongation was beneficial for direct EET.

To explore whether cell elongation changed flavins‐based EET, we first detected the flavins synthesis and secretion in the WT and elongated strains. As shown in Figure 3F,G, both the flavin concentrations and cell envelope permeability of the elongated strains were slightly decreased. Thus, the synthesis and secretion of riboflavin of elongated strains were both slightly decreased. However, the CV curves in Figure 2F suggested that the rise in bioelectric current occurred at ≈−0.4 V (vs Ag/AgCl), which apparently revealed that the flavins‐based EET was enhanced in the elongated strains. Previous studies showed that flavins could not only act as a reversible terminal electron acceptor to mediate indirect EET from the planktonic cells or biofilm to the electrode via diffusion,^[^ ^28^ ^]^ but also bind with outer‐membrane *c*‐Cyts MtrC and/or OmcA to facilitate the one‐electron redox reaction via forming semiquinone.^[^ ^29^ ^]^ Thus, to further validate this hypothesis, we performed Zeta potential measurements and differential pulse voltammetry (DPV) analyses. The results demonstrated that the Zeta potential of the surface of strain SulA was more negatively charged than that of the WT, which could enhance riboflavin absorption and binding (Figure 3H). Meanwhile, the DPV curve of the free riboflavin obtained an anodic peak at a redox potential of −0.41 V (Figure 3I). Notably, the observed redox peaks of the WT and the engineered strains shifted to −0.37 V, indicating the existence of cytochrome‐bound flavins peak.^[^ ^29a,c^ ^]^ Moreover, the peak height of the elongated strains AsftsZ, MinD, and SulA considerably surpassed that of the WT and increased in positive correlation with cell length. Specifically, the peak height of strain SulA was 1.85‐fold that of WT, suggesting that the flavins binding‐based EET was facilitated by cell elongation. Collectively, although the flavins synthesis and secretion were slightly decreased, the *c*‐Cyts‐flavins binding‐based one‐electron redox reaction was facilitated in the elongated strains.

Cell‐surface hydrophobicity and biofilm conductivity of the constructed strains were also measured to explore the impact of cell elongation on electroactive biofilm formation. Due to the decreased content of cell‐surface polysaccharides (Figure 3J), the water‐contact angles of strains AsftsZ (33.02 ± 0.06°), MinD (35.37 ± 0.17°), and SulA (43.53 ± 0.04°) were higher than that of WT (18.78 ± 0.04°) (Figure 3K), implying the surfaces of strains AsftsZ, MinD, and SulA were more hydrophobic than that of WT. Many studies have demonstrated that bacterial cell‐surface hydrophobicity plays an important role in promoting surface adhesion.^[^ ^30^ ^]^ The enhanced cellular hydrophobicity of the engineered *Shewanella* strains could promote cellular attachment on the hydrophobic carbon electrode and further aggregation of cells, which facilitated the initial surface adhesion process in the course of biofilm formation.^[^ ^31^ ^]^ Accordingly, confocal laser scanning microscopy (CLSM) observation showed that the biofilm thickness of strains AsftsZ (190 ± 9 µm), MinD (215 ± 7 µm), and SulA (220 ± 5 µm) were higher than that of WT (100 ± 4 µm), and increased in accordance with the increase in their cell hydrophobicity (Figure 2A; Figure S2, Supporting Information). The enhanced formation of electroactive biofilm consequently increased the direct contact‐based EET of strains.^[^ ^14^, ^32^ ^]^ Moreover, the internal charge‐transfer resistances of the biofilms formed by the strains AsftsZ (13.8 ± 2.5 kΩ), MinD (12.1 ± 1.6 kΩ), and SulA (8.3 ± 0.8 kΩ) were decreased compared with that of WT (22.6 ± 3.4 kΩ) (Figure 3L), suggesting increase in their biofilm conductivity. Furthermore, the layer of extracellular polymeric substances (EPS) in the biofilm of strain SulA (165 ± 14 µm) was thicker than WT (75.0 ± 9 µm) (Figure S7, Supporting Information), which could serve as media to assist EET associated with biofilm.^[^ ^13^, ^33^ ^]^ Since previous studies reported that Shewanella can secret *c*‐Cyts extracellularly,^[^ ^34^ ^]^ we performed UV/vis spectral characterization of the EPS from the WT and SulA strains (Figure S8, Supporting Information). The results showed that more *c*‐Cyts existed in the EPS of strain SulA than that in WT, thus enhanced biofilm conductivity.

### 2.3 Transcriptomic Analyses of Cell Elongation

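Transcripts were measured by RNA-seq in 3 libraries of SulA, which carries *sulA* on a plasmid under an IPTG-inducible promoter, and in 3 libraries of WT, which carries the empty plasmid. *sulA* encodes an inhibitor of cell division and lies at 419973 to 420485 on the plus strand of the reference genome (gene HRJ35_RS01855). Its level was 1923 ± 286 FPKM (SD, n = 3) in SulA and 156 ± 48.1 FPKM (SD, n = 3) in WT, a log2 fold change of 3.66 (standard error 0.25, adjusted p = 1.97e-05 from limma). By library, *sulA* was at 198, 103 and 167 FPKM in WT and at 2046, 1595 and 2126 FPKM in SulA. The supplementary methods describe cells harvested from MFCs, and the sample labels describe cells of the late logarithmic phase. Ribosomal RNA was depleted and strand-specific libraries were sequenced as read pairs of 150 bases. The authors deposited FPKM values, which scale fragments by transcript length and library size, of 4123 genes, and the submitters' processing notes name Bowtie2, RSEM and edgeR. Multiplying each FPKM by the length of its gene gave whole multiples of 1 step per library for most genes. Counted in these steps, the listed genes held 5201775, 5293642 and 4868314 fragments in WT replicates 1, 2 and 3. In the SulA replicates they held 7497057, 5968269 and 7032014. For 19 of the 106 genes that the paper lists in Table S9 the values were not whole numbers of fragments in at least 4 of the 6 libraries, and this is stated in the passages on those genes. The strains were compared with limma on log2(FPKM + 1) over the 4071 genes with a mean of at least 1 FPKM, so fold changes of weakly expressed genes are understated. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so the p-values come from limma.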

To investigate the specific mechanisms underlying enhanced power production, the transcriptomes of SulA and WT were comparatively analyzed (**Figure** **4**, Table S9, Supporting Information). 

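Of the 4123 genes in the WT and SulA table, 4115 were above 0 FPKM in at least 1 SulA library and 4104 in at least 1 WT library. In all 3 libraries of the strain, 4073 genes were above 0 FPKM in SulA and 4044 in WT. The single libraries had between 4091 and 4097 genes above 0 in SulA and between 4064 and 4086 in WT. At a limit of 1 FPKM in at least 1 library, 4096 genes were detected in SulA and 4086 in WT.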

RNA‐seq of strain SulA and WT generated a total of 4110 and 4121 genes reads that mapped to the reference genome (NZ_CP053946.1) with 99.54% and 99.81% coverage, respectively. Compared to that of WT, there were 269 genes that were upregulated and 156 genes that were downregulated (FDR <0.05, |log_2_FoldChange| > 1) in strain SulA (Figure 4A). Among them, apart from the genes involved in manipulating cell division, the main upregulated gene were distributed in NADH dehydrogenase, menaquinone synthetic, *c*‐Cyts expression and maturation, and heme synthetic pathways, while the genes for lactate utilization, ATP synthesis, and riboflavin transport were mostly downregulated (Figure 4B,C). 

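At an adjusted p under 0.05 and a log2 fold change beyond 1 in size, 254 genes were higher and 129 lower in SulA than in WT. Genes of the periplasmic nitrate reductase led the genes that rose. *napA*, which encodes its catalytic subunit and lies at 1460196 to 1462676 on the minus strand, was at 1948 ± 123 FPKM (SD, n = 3) in SulA and 72.6 ± 11.5 FPKM (SD, n = 3) in WT, a log2 fold change of 4.74 (standard error 0.18, adjusted p = 4.99e-07 from limma). Its neighbours *napB*, *napH* and *napG* had log2 fold changes of 5.09, 4.91 and 4.62, and *nrfA*, the nitrite reductase that forms ammonia, rose from 144 ± 21.9 to 2658 ± 982 FPKM. *iucC*, for siderophore synthesis, and *fhuE*, a siderophore receptor, had log2 fold changes of 3.17 and 2.66, and the neighbouring genes of a glycine radical enzyme and its activase, *yjjI* and *yjjW*, of 3.72 and 3.19. Among the genes that fell, *melA*, for 4-hydroxyphenylpyruvate dioxygenase, was at 209 ± 30.2 FPKM in WT and 28.9 ± 3.97 FPKM in SulA (log2 fold change −2.81, adjusted p = 1.88e-05). The neighbouring gene of the same pathway of tyrosine breakdown, a homogentisate dioxygenase listed as *SSO1533*, had a log2 fold change of −2.45, and the succinate dehydrogenase genes *sdhD*, *sdhB* and *sdhA* of −2.20, −2.15 and −2.14. *btuB*, listed as a TonB-dependent receptor, *dmsB*, a subunit of dimethyl sulfoxide reductase, *era*, listed as a hydrogenase maturation GTPase, and *ACTT6*, listed as a hydratase, had log2 fold changes of −2.75, −2.68, −2.23 and −2.11. *metF*, of methionine synthesis, had a log2 fold change of −2.59 with an adjusted p of 0.0138, and of 0.0635 without SulA replicate 3. The 3 SulA libraries did not overlap the 3 WT libraries for 382 of the 383 genes, and for 1631 of all 4071 genes tested (40.1%, where chance gives 10%). The median log2 fold change of all genes was 0.13, and it was −0.01 after scaling by a trimmed mean, which gave 185 genes higher and 182 lower, or after quantile normalization, which gave 185 higher and 171 lower.

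**Figure D1:**
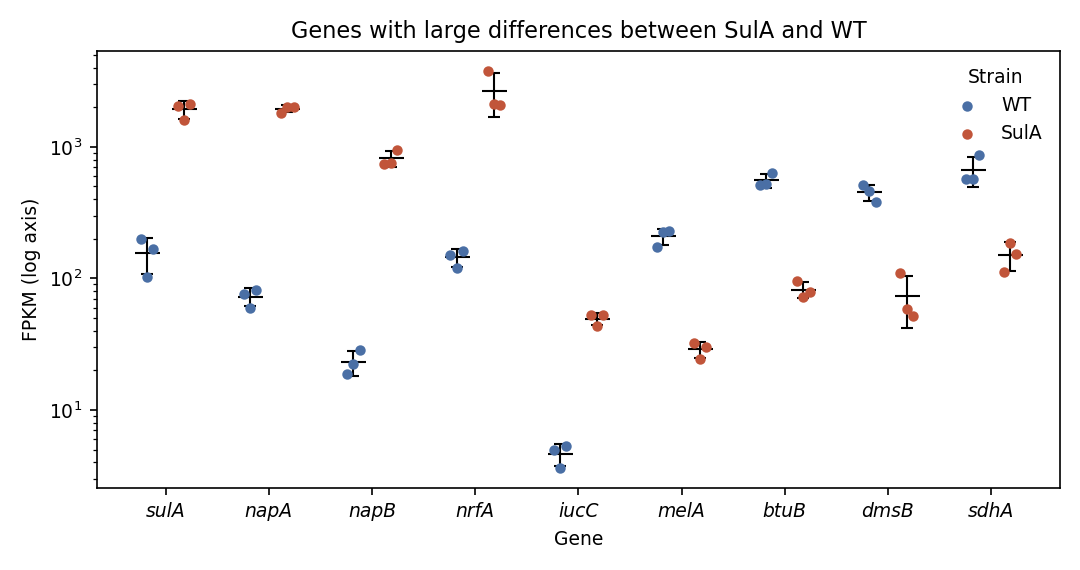
FPKM on a log axis in the 3 WT and the 3 SulA libraries for *sulA* and 8 genes with large changes. Points are libraries and the bars show the mean ± SD. The SulA points of *sulA*, *napA*, *napB*, *nrfA* and *iucC* lie above all WT points, and those of *melA*, *btuB*, *dmsB* and *sdhA* below.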

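Past both thresholds, 22 genes of Table S9 were higher and 4 lower in SulA. Those that rose were *sulA*, *slmA* and *zapB* of cell division, *nqrB* to *nqrF* of the NADH dehydrogenase, *menA* of menaquinone synthesis, *cymA*, *mtrA* and *mtrB* of the Mtr pathway, the heme synthesis genes *hemC*, *hemD*, *hemE*, *hemN* and *hemW*, the biofilm genes *flgF*, *motB* and *pilA*, and the regulators *crp* and *hptA*. Those that fell were *lldP* of lactate uptake, *atpF* of the ATP synthase, *metXA* and *mrdB*. The values of *cymA*, *mtrA*, *mtrB*, *pilA* and *lldP* are not whole numbers of fragments. The study chose these genes on the same samples, so their tally is not independent evidence of direction. Fixed gene lists covered the other parts of the respiratory chain. Of 18 genes of the tricarboxylic acid cycle, 8 fell and none rose (9 when adjusted over the list alone), and *sdhC*, the cytochrome b subunit of succinate dehydrogenase, had a log2 fold change of −1.95 (adjusted p = 0.00013 from limma). The list was lower than other genes with the preset correlation of camera (adjusted p = 7.13e-07), but not otherwise (adjusted p = 0.947 with an estimated correlation). Of 13 *nuo* genes of the proton-pumping NADH dehydrogenase, 9 fell and none rose (10 when adjusted over the list alone), with *nuoH* at −1.44 and *nuoN* at −1.28 on the log2 scale (adjusted p = 1.12e-06 with the preset correlation, adjusted p = 0.947 with an estimated correlation). Of 12 genes of the oxygen-reducing oxidases and the bc1 complex, 7 fell and 1 rose (8 and 1 when adjusted over the list alone), among them *petA* at −1.90 and *petB* at −1.58 of the bc1 complex, and *cydB* of the bd oxidase at −1.20 (adjusted p = 7.07e-05 with the preset correlation, adjusted p = 0.947 with an estimated correlation). The gene of this list that rose was *cydD*, a transporter subunit, at 0.64, named after its values were seen. Of 33 genes of anaerobic respiration, 9 rose and 5 fell (9 and 6 when adjusted over the list alone), and camera called no shift of the list (adjusted p = 0.845). Besides *dmsB*, those that fell were *dmsA* of the same reductase at −1.86, the formate dehydrogenase genes *fdnH* and *fdnI* at −0.77 and −0.77 and *psrC*, listed as polysulfide reductase, at −0.84, all named after their values were seen.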

Thus, the biological mechanisms underlying the reinforced EET in the elongated cells could be elucidated from three aspects: intracellular electron generation, direct electron transmembrane transfer, and electroactive biofilm formation, which were detailed in the following (Figure 4D):

- Cell elongation decreased the SSA and caused various physiological stress responses, including impaired transport of nutrients and decrease in metabolic activities responsible for cell proliferation, which led to inhibition of cell growth.^[^ ^15^, ^18^, ^35^ ^]^ Cell growth deceleration further disturbed celluar metabolism, thus decreasing intracellular electron generation. 

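*lldP*, which encodes the lactate permease and lies at 2189390 to 2191033 on the minus strand (gene HRJ35_RS09665), was at 430.2 ± 64.6 FPKM (SD, n = 3) in WT and 108 ± 27.0 FPKM (SD, n = 3) in SulA, a log2 fold change of −1.99 (standard error 0.22, adjusted p = 0.000401 from limma). *lldF* and *lldG* of the L-lactate dehydrogenase complex fell by 0.88 and 0.74 on the log2 scale (adjusted p = 0.0156 and 0.0216). The D-lactate dehydrogenase gene *dld* was at 888 ± 67.2 FPKM in WT and 639 ± 55.4 FPKM in SulA (log2 fold change −0.47, adjusted p = 0.0748), and *ldhA* had a log2 fold change of −0.60 (adjusted p = 0.07). *lldE* was at −0.67 (adjusted p = 0.0519) and the regulator gene *lldR* at −0.02 (adjusted p = 0.952). The values of *lldP*, *lldE*, *lldF*, *lldG*, *dld* and *ldhA* are not whole numbers of fragments. Of the 7 lactate utilization genes, 3 fell, and 6 fell when adjusted over the list alone, which is not independent evidence since the study chose the list on these samples (preset camera adjusted p = 0.000214, adjusted p = 0.274 with an estimated correlation). Of the ATP synthase genes, *atpH*, *atpF*, *atpE*, *atpB*, *atpI* and *atpG* fell, while *atpA* passed no threshold (log2 fold change −0.59, adjusted p = 0.0872). *atpH* was at 2414 ± 309.6 FPKM in WT and 1302 ± 167 FPKM in SulA (log2 fold change −0.89, adjusted p = 0.0106), *atpF* had a log2 fold change of −1.03 (adjusted p = 0.0127) and *atpG* of −0.59 (adjusted p = 0.041). Of these 7 genes, also chosen on these samples, 6 fell, and 7 when adjusted over the list alone (preset camera adjusted p = 4.82e-05, adjusted p = 0.224 with an estimated correlation). Leaving out 1 library ended the call of *lldF* without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.055, 0.0863 and 0.0502) and of *lldG* without WT replicate 2 or SulA replicate 1 or 2 (adjusted p = 0.0578, 0.0787 and 0.11). It ended that of *atpE* without SulA replicate 2 or 3 (adjusted p = 0.0573 and 0.0666), of *atpB* without WT replicate 1 or SulA replicate 2 or 3 (adjusted p = 0.0539, 0.0829 and 0.125) and of *atpG* without WT replicate 1 or 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0507, 0.0811, 0.102, 0.116 and 0.145).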

Expression of the genes encoding the lactate permease (*lldP*) and dehydrogenases (*ldhA* and *dld*) as well as the ATP synthetic genes *atpABEFGHI* was downregulated in strain SulA (Figure 4C, Table S9, Supporting Information). The source of the intracellular electron pool is generated from lactate catabolism. ATP biosynthesis is driven by both lactate‐based substrate‐level phosphorylation and proton motive force from NADH oxidation.^[^ ^36^ ^]^ We observed that the downregulation of these genes indeed resulted in impaired utilization of lactate and decreased levels of intracellular NAD(^+^/H) and ATP (Figure 3B,C).
- Cell elongation promoted direct electron transmembrane transfer by increasing NADH oxidation, inner‐membrane quinone pool, and *c*‐Cyts’ level. 

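The *nqr* genes encode a sodium-translocating NADH dehydrogenase, and those of Table S9 lie at 1520097 to 1525987 on the plus strand. *nqrB* was at 341 ± 80.2 FPKM (SD, n = 3) in WT and 802 ± 104 FPKM (SD, n = 3) in SulA, a log2 fold change of 1.25 (standard error 0.21, adjusted p = 0.00337 from limma). *nqrC*, *nqrD*, *nqrE* and *nqrF* rose by 1.57, 1.61, 1.88 and 1.72 on the log2 scale. *nqrA* was at 455 ± 122 FPKM in WT and 727 ± 119.8 FPKM in SulA (log2 fold change 0.70, adjusted p = 0.0524). Of these 6 genes 5 rose, and 6 when adjusted over the list alone, on samples the study also used to choose them (preset camera adjusted p = 0.000747, adjusted p = 0.363 with an estimated correlation). The genome holds a second set of genes annotated as *nqrA* to *nqrF*, at 1737403 to 1743266, which was chosen after its values were seen. All 6 genes of this set fell, the one with the highest adjusted p being *nqrF* (log2 fold change −0.95, adjusted p = 0.0431), *nqrC* from 563 ± 144 to 183 ± 15.3 FPKM (log2 fold change −1.59, adjusted p = 0.000955) and *nqrA* from 297 ± 55.8 to 158 ± 12.2 FPKM (log2 fold change −0.90, adjusted p = 0.00954). Of the menaquinone genes, *menA*, the prenyltransferase, was at 48.1 ± 4.90 FPKM in WT and 144 ± 21.5 FPKM in SulA (log2 fold change 1.56, adjusted p = 0.000516). *ubiE* and *menE* rose by 0.92 and 0.93 (adjusted p = 0.00567 and 0.0242). *menC*, *menD* and *menF* had log2 fold changes of 0.76, 0.49 and 0.70 with adjusted p of 0.0645, 0.124 and 0.119. Of these 6 genes 3 rose, and 6 when adjusted over the list alone, which the study likewise chose on these samples (preset camera adjusted p = 0.00596, adjusted p = 0.393 with an estimated correlation). The call of *menE* ended without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.0661, 0.0914 and 0.1). With SulA replicate 3 left out 4 of the 6 genes of the second *nqr* set fell, and 5 with any other single library left out, with no filter (highest adjusted p = 0.0586) and with eBayes without a trend (highest adjusted p = 0.0551).

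**Figure D2:**
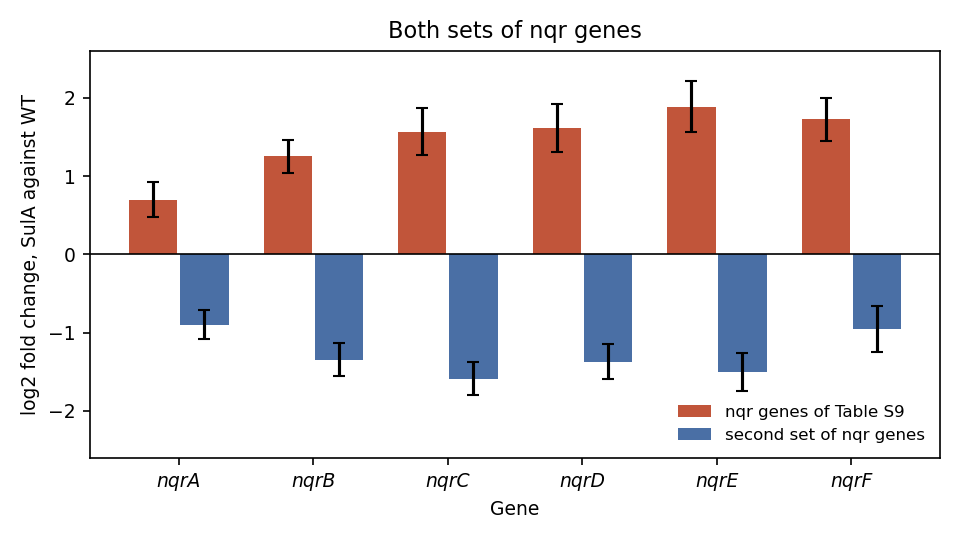
Log2 fold change of SulA against WT for the *nqr* genes of Table S9 and for the second set of *nqr* genes. Bars are limma estimates from 3 libraries per strain and the lines show the standard error. The bars of Table S9 lie above 0 and those of the second set below 0, with *nqrA* of Table S9 at an adjusted p of 0.0524.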

Notably, the genes *nqrABCDEF* encoding the type III NADH dehydrogenase and the genes *menACDEF* and *ubiE* involved in menaquinone (MQ) biosynthesis were upregulated in strain SulA, suggesting NADH oxidation was enhanced, and the inner‐membrane quinone pool was expanded. Moreover, the genes for the Mtr EET pathway (i.e., *mtrCAB*, *omcA*, and *cymA*), for heme biosynthesis (i.e., *hemCDEHNWH*), and for *c*‐Cyts maturation (*ccmABCDE*) were also upregulated in strain SulA, suggesting that both the expression and maturation of *c*‐Cyts were facilitated. 

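The genes of the Mtr pathway rose in SulA. *mtrC*, the outer-membrane decaheme cytochrome at 2451645 to 2453660 on the minus strand, was at 2247 ± 123 FPKM (SD, n = 3) in WT and 4429 ± 136 FPKM (SD, n = 3) in SulA, a log2 fold change of 0.98 (standard error 0.17, adjusted p = 0.00407 from limma). *mtrA*, *mtrB* and *cymA* rose by 1.18, 1.09 and 1.06 on the log2 scale (adjusted p = 0.00365, 0.00398 and 0.00301), and *omcA* rose by 0.63 (adjusted p = 0.0277). The values of these 5 genes are not whole numbers of fragments. All 5 passed the test, over all genes and when adjusted over the list alone, and as a list the study chose on these samples they are not independent evidence of direction (preset camera adjusted p = 0.000801, adjusted p = 0.219 with an estimated correlation). In the heme pathway, *hemE*, for uroporphyrinogen decarboxylase, rose from 451 ± 88.3 to 1575 ± 128 FPKM (log2 fold change 1.82, adjusted p = 0.000401). *hemN*, *hemD*, *hemC* and *hemW* rose by 1.55, 1.49, 1.28 and 1.11, and the ferrochelatase gene *hemH* by 0.85 (adjusted p = 0.0318). *hemX* had a log2 fold change of 0.70 (adjusted p = 0.0525). Of these 7 genes 6 rose, and 7 when adjusted over the list alone (preset camera adjusted p = 0.000167, adjusted p = 0.289 with an estimated correlation). Of the cytochrome maturation genes, *ccmC* rose from 426 ± 107 to 699 ± 127 FPKM (log2 fold change 0.73, adjusted p = 0.0475). *ccmA*, *ccmB*, *ccmD* and *ccmE* had log2 fold changes of 0.43, 0.71, 0.65 and 0.52 with adjusted p of 0.354, 0.0616, 0.0592 and 0.104. So 1 of 5 rose, and 4 when adjusted over the list alone (preset camera adjusted p = 0.0872), and both lists were chosen on these samples. Of 39 genes in a fixed list for *c*-type cytochromes, 15 rose, and *petA*, *petC* and *cc4* fell (17 and 5 when adjusted over the list alone, preset camera adjusted p = 0.355), the last at −0.88 and, with *petC*, named after its values were seen. The list was matched by gene symbol or description, so it can hold genes that are not cytochromes themselves. *petA* of the bc1 complex is also counted in the list of oxidases and the bc1 complex. The call of *omcA* ended after trimmed mean scaling (adjusted p = 0.106), after quantile normalization (adjusted p = 0.0863) and without WT replicate 1 or 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0587, 0.0549, 0.0611, 0.114 and 0.104). That of *hemH* ended without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.104, 0.139 and 0.128), and that of *ccmC* after trimmed mean scaling or quantile normalization (adjusted p = 0.0667 and 0.0538), with a pseudocount of 0.1, no filter or eBayes without a trend (adjusted p = 0.0502, 0.0564 and 0.0588) and without WT replicate 2 or 3 or SulA replicate 1, 2 or 3 (adjusted p = 0.11, 0.0678, 0.0571, 0.145 and 0.187).

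**Figure D3:**
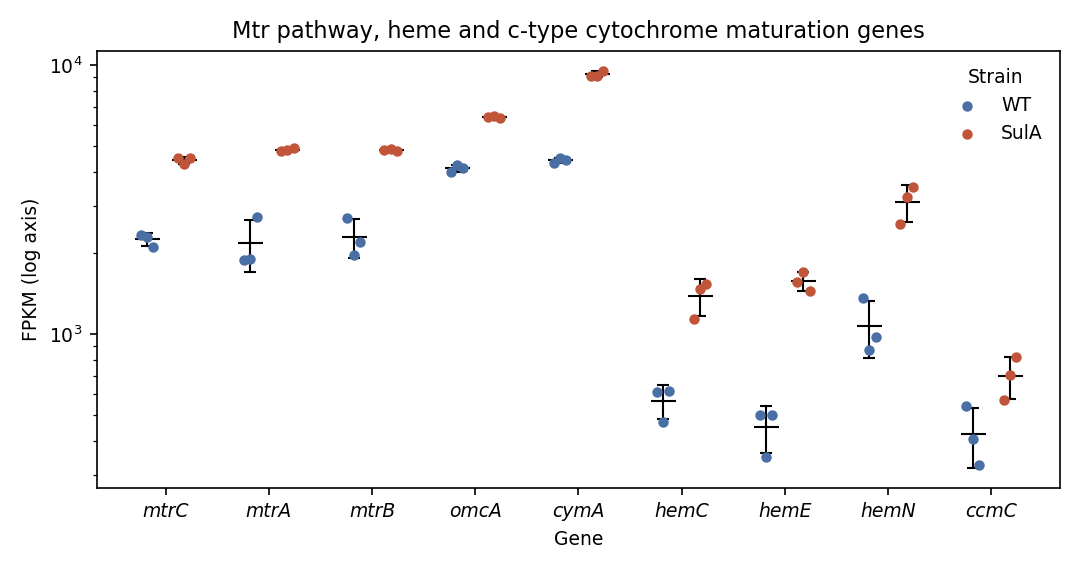
FPKM on a log axis in the 3 WT and the 3 SulA libraries for genes of the Mtr pathway, of heme synthesis and for *ccmC*. Points are libraries and the bars show the mean ± SD. The SulA points lie above the WT points for each gene, and the values of *mtrC*, *mtrA*, *mtrB*, *omcA* and *cymA* are not whole numbers of fragments.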

CymA, MtrA, MtrC, and OmcA are multiheme *c*‐Cyts that transfer electrons from menaquinol (MQH_2_) in the cytoplasmic membrane, across the cell envelope to the extracellular electrodes. The transferred electrons from MQH_2_ were replenished via NADH oxidation by the type III NADH dehydrogenase.^[^ ^1^, ^37^ ^]^ The upregulation of the gene *cymA*, *mtrCAB*, and *omcA* also led to an increase in the level of *c*‐Cyts, as demonstrated by UV/vis spectroscopy, heme staining, and immunofluorescence localization experiments (Figure 3D,E; Figure S5, Supporting Information).
- Cell elongation promoted biofilm formation. Figure 3K showed that the surface of strain SulA was more hydrophobic than that of WT. 

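*metXA* and *capD*, which Table S9 lists under biofilm formation, fell in SulA. *metXA*, which the deposited table describes as a protein with a CBS domain, was at 306 ± 5.92 FPKM (SD, n = 3) in WT and 151 ± 16.1 FPKM (SD, n = 3) in SulA, a log2 fold change of −1.02 (standard error 0.17, adjusted p = 0.00301 from limma). *capD*, for polysaccharide synthesis, lies at 3900073 to 3902013 on the minus strand and was at 306 ± 48.2 FPKM in WT and 179.6 ± 10.6 FPKM in SulA (log2 fold change −0.75, adjusted p = 0.0183). *mxdD* was at 83.1 ± 22.8 FPKM in WT and 55.2 ± 9.01 FPKM in SulA (log2 fold change −0.56, adjusted p = 0.109). *SO_3177*, a formyltransferase gene listed as *fmt*, was at 243 ± 106 FPKM in WT and 161 ± 20.0 FPKM in SulA (log2 fold change −0.48, adjusted p = 0.317). Of 24 genes of polysaccharide and lipopolysaccharide synthesis in a fixed list, *kdsD* and *kdsC* rose and *capD* fell, with the same counts when adjusted over the list alone (preset camera adjusted p = 0.5). *kdsD* and *kdsC*, for steps to the sugar acid of the lipopolysaccharide core, had log2 fold changes of 0.75 and 0.77. The call of *capD* ended without WT replicate 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0578, 0.0644, 0.0721 and 0.0678). Those of *kdsD* and *kdsC* ended without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.0609, 0.0895 and 0.0916) and without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.0811, 0.148 and 0.125).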

Consistent with this observation, expression of the genes for biosynthesis of cell‐surface polysaccharide, such as *capD*, *mxdD*, *metXA*, and *SO_3177* was downregulated in strain SulA (Figure 4C, Table S9, Supporting Information). To be specific, the *SO_3177* gene was reported to encode a putative formyltransferase and situate in a cell surface polysaccharide biosynthesis gene cluster.^[^ ^31b^ ^]^ Similar, gene *mxdA* was also involved in a putative polysaccharide biosynthesis (EPS) gene cluster (*mxdABCD*).^[^ ^38^ ^]^ Downregulation of these genes could increase surface hydrophobicity, which facilitated the initial adhesion course of biofilm formation.^[^ ^30^, ^31^ ^]^ Moreover, the upregulated genes associated with biofilm formation included *bolA*, *dgcS*, *flgF*, *motB*, and *pilA* (Figure 4C, Table S9, Supporting Information). 

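Among the biofilm genes, *flgF*, *motB*, *bolA* and *pilA* rose in SulA. *flgF*, for a rod protein of the flagellar basal body, was at 80.2 ± 5.79 FPKM (SD, n = 3) in WT and 189 ± 15.5 FPKM (SD, n = 3) in SulA, a log2 fold change of 1.22 (standard error 0.17, adjusted p = 0.00113 from limma). *motB*, for a protein of the flagellar motor, rose by 1.06 on the log2 scale (adjusted p = 0.00676) and *bolA* by 0.78 (adjusted p = 0.0263). *pilA*, the type IV pilin gene, was at 4122 ± 323 FPKM in WT and 8951 ± 785 FPKM in SulA (log2 fold change 1.12, adjusted p = 0.00301), with values that are not whole numbers of fragments. *SO_3303*, for a cell surface protein, was at 5.09 ± 0.92 FPKM in WT and 10.2 ± 0.90 FPKM in SulA (log2 fold change 0.88, adjusted p = 0.0235). *dgcS*, for a diguanylate cyclase, had a log2 fold change of 0.47 (adjusted p = 0.165). Of the 10 biofilm genes of Table S9, chosen by the study on these samples, 5 rose and 2 fell (5 and 3 when adjusted over the list alone, preset camera adjusted p = 0.624). Among fixed lists, 4 of 51 flagellar genes rose and none fell, also when adjusted over the list alone (preset camera adjusted p = 0.74), the others being *flgB* at 0.87 and *fliE* at 0.68. Of 20 genes of type IV and Msh pili, *pilA* and the *mshP* gene (HRJ35_RS21650) rose and *pilC*, the *mshF* gene (HRJ35_RS21680) and *pilY1_2*, the last named after its values were seen, fell, with the same counts when adjusted over the list alone (preset camera adjusted p = 0.108). Of 52 genes of c-di-GMP enzymes 6 rose and none fell (3 when adjusted over the list alone, preset camera adjusted p = 0.522), among them *cph2*, listed as a diguanylate cyclase, at 1.27. The call of *bolA* ended after trimmed mean scaling (adjusted p = 0.0525) and without WT replicate 1 or SulA replicate 2 or 3 (adjusted p = 0.0676, 0.129 and 0.0681). That of *SO_3303* ended without WT replicate 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0551, 0.0737, 0.0941 and 0.0695), that of *fliE* after trimmed mean scaling and quantile normalization (adjusted p = 0.0591 and 0.0647) and without WT replicate 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0661, 0.0739, 0.0853 and 0.0624), that of the *mshP* gene without WT replicate 2 or SulA replicate 2 or 3 (adjusted p = 0.0538, 0.0731 and 0.0964), that of the *mshF* gene without WT replicate 1 or 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0594, 0.079, 0.066, 0.102 and 0.059) and that of *pilC* without WT replicate 2 or SulA replicate 1, 2 or 3 (adjusted p = 0.0624, 0.051, 0.0931 and 0.0843).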

BolA is a transcription factor, and DgcS is a synthase for the second messenger c‐di‐GMP, which were identified to regulate biofilm formation.^[^ ^39^ ^]^ The genes *flgF* and *motB* are involved in the synthesis of the basal‐body and motor of flagella, which could serve as scaffolds to accommodate the arrangement of EPS, thus supporting biofilm formation.^[^ ^40^ ^]^ The gene *pilA* is responsible for type IV pilin synthesis, which could assist cell attachment on the electrode surface.^[^ ^41^ ^]^ Thus, the transcriptional response of these genes all contributed positively to biofilm formation. Indeed, the biofilm of strain SulA was thicker than that of WT (Figure 2A).

**Figure 4:**
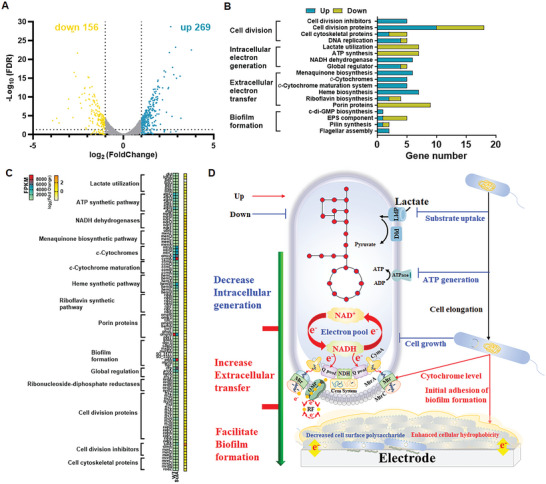
Transcriptomic analysis of cell elongation. A) Volcano plots for differential gene expression analysis. B) The number of upregulated and downregulated genes in different electrophysiological categories. C) Transcriptional levels of genes involved in lactate utilization, ATP synthetic pathway, NADH dehydrogenase, menaquinone synthetic pathway, *c*‐Cyts and maturation system, heme synthetic pathway, riboflavin synthetic pathway, biofilm formation, global regulation, porin proteins, ribonucleoside‐diphosphate reductases, cell division proteins, division inhibitors, and cytoskeletal proteins in the strains WT and SulA. D) Summary of the underlying mechanism of the enhanced electricity production. Cell elongation increased *c*‐Cyts‐based EET and facilitated electroactive biofilm formation but decreased intracellular electron generation. Data were presented by three independent biological replicates as means ± SD.

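*crp*, which encodes the cAMP receptor protein, a global regulator, was at 1694 ± 513 FPKM (SD, n = 3) in WT and 6756 ± 709 FPKM (SD, n = 3) in SulA, a log2 fold change of 2.04 (standard error 0.25, adjusted p = 0.00068 from limma). *hptA*, listed as a sensor histidine kinase, rose by 1.13 on the log2 scale (adjusted p = 0.00454), and *arcA* and *arcS* had log2 fold changes of 0.42 and −0.54 (adjusted p = 0.376 and 0.0578). Of these 4 genes of global regulation 2 rose (2 rose and 1 fell when adjusted over the list alone). Of the 9 genes that Table S9 places under outer-membrane porins, *oprF*, *bamA* and *tolC* fell, by 0.78, 0.65 and 0.65 (preset camera adjusted p = 0.00408, adjusted p = 0.219 with an estimated correlation). Of the 7 riboflavin synthesis genes, 0 passed the test in limma, also when adjusted over the list alone, with 0 at an unadjusted p under 0.05 (preset camera adjusted p = 0.781, in the direction of lower levels although the median log2 fold change was above 0, as for the division proteins), and the values of all 7 are not whole numbers of fragments. In the separate table of the strains SD and SDC, most of these genes have other values, whole on the steps of the WT and SulA libraries. The absence of a change thus holds for the deposited values only, whose origin is open. *ribH* was at 596 ± 79.9 FPKM in WT and 646 ± 58.1 FPKM in SulA (log2 fold change 0.12, adjusted p = 0.69), and *ribB* had a log2 fold change of −0.27 (adjusted p = 0.854). Of 5 ribonucleotide reductase genes, *nrdD*, of the anaerobic enzyme, rose by 0.89 (adjusted p = 0.0119, preset camera adjusted p = 0.672 for the list). Of 18 genes of cell division proteins, *zapB*, *ftsB* and *zapE* rose, by 1.32, 0.66 and 0.58, and *ftsX* fell by 0.92 (preset camera adjusted p = 0.82). *ftsZ*, which encodes the main protein of the division ring, was at 1056 ± 71.3 FPKM in WT and 914 ± 80.8 FPKM in SulA (log2 fold change −0.21, adjusted p = 0.43). Of 5 division inhibitors, *slmA*, for nucleoid occlusion, rose by 1.10 (adjusted p = 0.00311) besides *sulA*, while *minC*, *minD* and *minE* had log2 fold changes of 0.41, 0.44 and 0.10 (adjusted p = 0.17, 0.0884 and 0.851), so that 2 rose, and 3 when adjusted over the list alone (preset camera adjusted p = 0.0204, adjusted p = 0.224 with an estimated correlation). This list holds *sulA* itself, so its call is in part fixed by the plasmid, and the 4 other genes are too few for the test. Of 5 cytoskeletal genes, *mrdB*, listed as the rod shape protein RodA, fell by 1.12 (adjusted p = 0.00301), and *mreB*, the actin homologue, had a log2 fold change of 0.49 (adjusted p = 0.0916, preset camera adjusted p = 0.14 for the list). The counts of the porin, reductase, division protein and cytoskeletal lists were the same when adjusted over each list alone, and all these lists were chosen by the study on these samples. The list of division inhibitors lost its preset call without WT replicate 3 (adjusted p = 0.0604), and without single libraries the calls ended of *oprF* without SulA replicate 2 or 3 (adjusted p = 0.0902 and 0.0747), of *bamA* without SulA replicate 1, 2 or 3 (adjusted p = 0.066, 0.0814 and 0.0821), of *tolC* without SulA replicate 1, 2 or 3 (adjusted p = 0.0568, 0.0898 and 0.0927) and of *nrdD* without SulA replicate 2 or 3 (adjusted p = 0.0538 and 0.0578). That of *ftsB* ended without SulA replicate 2 or 3 (adjusted p = 0.102 and 0.0888), and that of *zapE* after trimmed mean scaling (adjusted p = 0.114), after quantile normalization (adjusted p = 0.121), with eBayes without a trend (adjusted p = 0.0532) and without WT replicate 1 or SulA replicate 1, 2 or 3 (adjusted p = 0.109, 0.103, 0.17 and 0.0972).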

Collectively, transcriptomics, electrochemical, and biochemical experiments synergistically confirmed cell elongation reinforced EET by increasing NADH oxidation, inner‐membrane quinone pool, and *c*‐Cyts level, and facilitated electroactive biofilm formation by enhancing cellular hydrophobicity.

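Over the whole of Table S9, 33 of the 106 genes were higher in SulA, 16 were lower and 57 did not pass the test at an adjusted p under 0.05 from limma. With the 19 genes left out whose values are not whole numbers of fragments, 27 were higher and 13 lower. Depending on the library left out, between 24 and 35 genes were higher and between 7 and 22 lower, with 7 lower without SulA replicate 2 and 9 lower without SulA replicate 3. From the higher transcript levels of the *nqr*, *men*, *mtr*, heme and maturation genes, together with electrochemical and biochemical measurements, the paper concludes that elongation reinforced EET through NADH oxidation, the quinone pool and the level of *c*-Cyts. The paper also measured less cell-surface polysaccharide, to which it attributes the higher hydrophobicity of the cells, and thicker biofilms of SulA. With these and the lower transcript levels of *capD*, *mxdD*, *metXA* and *SO_3177*, it reasons that lower levels of these genes could raise surface hydrophobicity. This, it reasons, could promote attachment, the first step of a biofilm.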

### 2.4 Quorum Sensing (QS)‐Based Dynamic Regulation to Regain Cell Growth Inhibited by Programmed Cell Elongation

Although inhibiting cell division could enhance cellular length thus promoting direct contact‐based EET and biofilm formation, premature expression of the division inhibitors diminished cell growth, which in turn impaired intracellular electron generation. Quorum sensing (QS), a mechanism for cell–cell communication, could achieve autonomous regulation of cellular behavior in response to cell density.^[^ ^42^ ^]^ Thus, to eliminate growth deceleration caused by cell elongation, we designed a QS‐based positive‐feedback‐loop genetic circuit to dynamically control the expression of the division inhibitor (**Figure** **5**A). To be specific, this circuit included LuxR/LuxI, a widely used QS system from *Vibrio fischerii*,^[^ ^42^ ^]^ and a division inhibitor (i.e., SulA). LuxI produced the signal molecule acylated homoserine lactone (AHL), which bound to the transcription regulator LuxR to initiate the transcription of the promoter P_luxI_. Thus, at the early stage of cell growth, the AHL concentration is too low to activate downstream expression of division inhibitor, which would not lead to cell elongation. With the cell growth, the accumulated AHL would diffuse through the cell membrane to receiver cells and bind to LuxR to activate the promoter P_luxI_, which could facilitate the expression of LuxI to synthesize more AHLs in turn. Once the AHL concentration reached a certain threshold, the downstream expression driven by P_luxI_ would be triggered. Collectively, the expression of the downstream division inhibitor would be weak in the earlier stage and strong in the later period of cell growth. Thus, this QS‐based positive‐feedback‐loop circuit could separate the cell growth and elongation phases by delaying the expression of the division inhibitor SulA.

**Figure 5:**
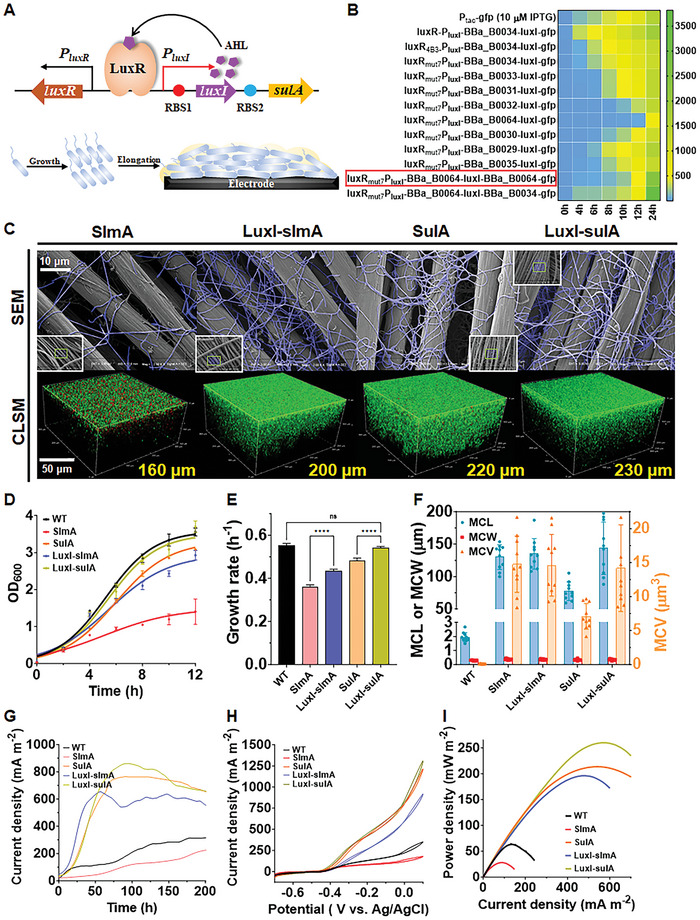
Quorum sensing (QS)‐based dynamic regulation to separate cell growth and elongation phases. A) Genetic design of the LuxR/LuxI‐based positive‐feedback‐loop QS circuit for dynamical control of cell elongation. B) Optimization of the QS system via protein mutagenesis of LuxR and RBS optimization (RBS1 for *luxI*; RBS2 for *gfp*), which enabled appropriate time for initiating cell elongation without causing detriment to cell viability. C) SEM and CLSM images of strains SulA, SlmA, and QS‐based strains LuxI‐sulA and LuxI‐slmA (scale bar: 10 µm for SEM; 50 µm for CLSM images). Green fluorescence represented live cells labeled with SYTO 9, red fluorescence represented dead cells labeled with propidium iodide (PI). The excitation/emission wavelengths were 480/500 nm for SYTO 9 stain and 490/635 nm for PI. D) Growth profiles of strains WT, SulA, SlmA, and QS‐based strains LuxI‐sulA and LuxI‐slmA cultured in LB medium, which were fitted with the Logistic curves by using the GraphPad Prism 10.1.2 software. E) Calculation of the specific growth rates of the WT, SulA, SlmA, and QS‐based strains LuxI‐sulA and LuxI‐slmA based on the simulated Logistic curves. Significant difference was analyzed by the ordinary one‐way ANOVA method. F) Mean cell length (MCL), mean cell width (MCW), and mean cell volume (MCV) of strains WT, SulA, SlmA, and QS‐based strains. G) Time–current curves of the WT and QS‐based strains during MFC cultivation. H) CV curves of MFCs inoculated with WT and strains LuxI‐slmA and LuxI‐sulA expressing quorum sensing system under turnover conditions with a scan rate of 1 mV s^−1^. I) Power density curves of strains WT, SulA, SlmA, and QS‐based strains based on linear sweep voltammetry analysis. Data were presented by three independent biological replicates as means ± SD. Significant difference was analyzed by the ordinary one‐way ANOVA method.

To achieve QS‐based tight and precise regulation of cell elongation while not causing detriment to cell growth, the initiation and duration time of the expression of the division inhibitor needed to be optimized in an appropriate manner. Since the cell elongation proceeded under aerobic conditions before deposition of cells for anaerobic MFC studies, an oxygen‐sensitive GFP‐based positive‐feedback‐loop genetic circuit (*luxR‐P_luxI_‐luxI‐gfp*) was first constructed to characterize the performance of the QS system in *S. oneidensis* MR‐1 (Figure S9A, Supporting Information). Real‐time quantitative reverse transcription PCR analyses confirmed the successful heterologous expression of both LuxR and LuxI in *S. oneidensis* MR‐1 (Figure S9B, Supporting Information). However, the GFP intensity under the dynamic regulation of the QS‐based positive‐feedback‐loop circuit was consistently higher than that under static regulation (the P_tac_ promoter) (Figure S9C, Supporting Information), which was caused by the high binding activity of LuxR on the promoter P_luxI_. To reduce the binding activity of LuxR on P_luxI_, we constructed two LuxR mutants, that is, LuxR_mut7_ and LuxR_4B3_,^[^ ^43^ ^]^ by the site‐directed mutagenesis method. Consequently, the GFP expression in the *luxR_mut7_‐P_luxI_‐luxI‐gfp* circuit showed a more sluggish response than that of the native LuxR (Figure S9C, Supporting Information). To further optimize the initial expression time of the LuxR_mut7_‐based circuit, nine pairs of ribosomal binding sites (i.e., RBS1 and RBS2) with different strengths quantified in *E. coli* by the International Genetically Engineered Machine Competition (iGEM), were designed to control the expression of *luxI* and *gfp*, respectively, in *S. oneidensis* MR‐1 (Table S7, Supporting Information). Among these constructs, the *luxR_mut7_‐P_luxI_‐BBa_B0064‐luxI‐BBa_B0064‐gfp* circuit exhibited the most ideal profile of the GFP expression, in which the GFP expression was weak at the initial stage, while increased substantially at the late growth stage of *S. oneidensis* MR‐1 (Figure 5B).

Strain SulA with the cell divisome module enabled the highest output power density but showed slight growth deceleration. We thus chose strain SulA to explore whether separating the cell growth and elongation phases could further enhance the cellular length and the EET rate. Meanwhile, strain SlmA processed the highest cellular length, but showed a siginificant decrease in growth rate. We thus chose strain SlmA to study whether relieving growth limitation could regain EET. Two QS‐based strains LuxI‐sulA and LuxI‐slmA were then constructed to dynamically regulate the expression of the division inhibitors by replacing the gene *gfp* in the *luxR_mut7_‐P_luxI_‐BBa_B0064‐luxI‐BBa_B0064‐gfp* circuit with the genes *sulA* and *slmA*, respectively (Tables S1 and S2, Supporting Information). Transcriptional analysis showed that the expression levels of the target genes in the QS‐based strains LuxI‐slmA and LuxI‐sulA drastically decreased in the early stage of cell growth (either at OD_600 _= 1 and 2 or 6 and 12 h) in comparison to that of the strains SulA and SlmA, respectively, while showed obvious increase at 24 h and surpassed that of the strains SulA and SlmA, respectively (Figure S9D–G, Supporting Information). These results synergistically suggested that the occurrence of cell elongation was successfully delayed by the QS‐based positive feedback loop circuits. SEM images showed the elongated cell morphology of strains SlmA and SulA, and the QS‐controlled strains LuxI‐slmA and LuxI‐sulA (Figure 5C). CLSM images showed that the biofilms of strains LuxI‐slmA (200 ± 6 µm) and LuxI‐sulA (230 ± 5 µm) were thicker than those of strains SlmA (160 ± 3 µm) and SulA (220 ± 5 µm) in the absence of the QS system, respectively (Figure 5C), indicating that QS‐based dynamic regulation enabled more filamentous cells entangling on electrodes.

Upon incorporating QS‐based regulation, the growth rate of the elongated strains recovered (Figure 5D). The specific growth rate of strain LuxI‐slmA (0.435 ± 0.007 h^−1^) exhibited 21.2% increase than that of strain SlmA (0.359 ± 0.011 h^−1^) (Figure 5E). In particular, the specific growth rate of strain LuxI‐sulA (0.542 ± 0.006 h^−1^) was close to that of WT (0.553 ± 0.008 h^−1^) without cytotoxicity (Figure S4I, Supporting Information), which suggested that QS‐regulated cell elongation could eliminate growth deceleration. Moreover, the lactate utilization rate, metabolic activity, and intracellular electron pool of strains LuxI‐slmA and LuxI‐sulA (Figure S10A,B, Supporting Information). MCL of strain LuxI‐sulA (143.6 ± 40.3 µm) further increased by 86% as compared to that of strain SulA, which was caused by the higher expression of the gene *sulA* under the QS regulation at the late growth stage. MCV of strain LuxI‐sulA was 14.2 ± 6.4 µm3, which was a twofold increase than that of SulA (Figure 5F). However, MCL (135.0 ± 23.5 µm) and MCV (14.6 ± 4.6 µm3) of strain LuxI‐slmA were similar to those of strain SlmA (Figure 5F). Accordingly, the output currents of the QS‐based strains further increased, and similar trends were observed in the output current densities in the LSV curves (Figure 5G–I). Specifically, the output power density of strain LuxI‐slmA increased to 187.5 ± 7.8 mW m^−2^ (sevenfold higher than strain SlmA), while strain LuxI‐sulA increased to 248.0 ± 10.6 mW m^−2^ (16.5% higher than strain SulA) (Figure 5I). Meanwhile, the anodic biomass and columbic efficiency all increased in comparison to those of strains SlmA or SulA, respectively (Figure S10C,D, Supporting Information). Furthermore, the *c*‐Cyts abundance of strain LuxI‐sulA was higher than that of strain SulA (Figure S10E, Supporting Information). Finally, the biofilms of strains LuxI‐sulA and LuxI‐slmA were also more conductive than those of strains SulA and SlmA, with internal resistance of 7.12 ± 0.31 and 9.98 ± 1.67 kΩ, respectively (Figure S10F, Supporting Information). Notably, the individual expression of the QS system in the normal‐size strain (LuxR) showed negligible effect on EET, lactate uptake, as well as intracellular ATP and NADH/NAD^+^ levels compared with those of WT (Figure S11A–D, Supporting Information), suggesting the enhanced EET was intrinsically caused by cell elongation rather than QS system per se. Collectively, all these results consistently demonstrated that the introduction of a QS‐based genetic circuit separated the cell growth and elongation phases, thus eliminating cell growth inhibition caused by cell elongation, which further increased cellular length and EET efficiency. Furthermore, the increased EET of the engineered strain LuxI‐sulA was also observed in other assays, such as Cr^6+^ reduction and azo dyes degradation experiments (Figure S12, Supporting Information).

## 3 Discussion

Many synthetic biology and material engineering strategies have been implemented to enhance the EET of exoelectrogens for power production by promoting intracellular electron generation, EET, and abiotic/biotic interfacial electron exchange.^[^ ^14^, ^44^ ^]^ However, how cell length impacts electrophysiology, power generation, and the underlying mechanisms has not been well studied. A previous study.^[^ ^20^ ^]^ constructed *S. oneidensis*‐materials hybrid biofilm comprising riboflavin, multiwalled carbon nanotubes, and graphene oxide (GO) with elongated *S. oneidensis* by solo overexpression of the *sulA* gene, to reduce the charge‐transfer resistance between the cells and electrode, however, the specific underlying mechanism for the enhanced biofilm formation was not systematically investigated. Conversely, the essential purpose of this study was to design and construct synthetic biology strategies to increase cell length and thoroughly elucidate the underlying mechanism how cell elongation impacts *c*‐Cyts‐based direct EET and flavins‐mediated indirect EET, intracellular electron generation and biofilm formation, as well as the resulting power output.

The culture environment and conditions.^[^ ^45^ ^]^ and perturbations of metabolic nodes.^[^ ^15^, ^35^ ^]^ have been reported to influence the morphology of *Shewanella*. In this study, to investigate the relationship between cell length and EET capability of *S. oneidensis* MR‐1, cell division was initially engineered by manipulating the formation of cell divisome, which essentially differed from previous studies. The cell length was increased by downregulating the expression of division proteins or overexpressing the cell division inhibitors. Consequently, cell elongation enhanced *c*‐Cyts level to promote direct contact‐based EET, and elevated cell‐surface hydrophobicity to facilitate initial adhesion in the course of biofilm formation, resulting in an output power density of 212.9 ± 1.1 mW m^−2^. However, the engineered cell elongation reduced cell growth due to division inhibition. Then, a QS‐based gene circuit (*luxR‐luxI‐sulA*) was designed to separate cell growth and elongation phases, thereby regaining cell growth and metabolism impaired by cell elongation, which increased the output power density to 248.0 ± 10.6 mW m^−2^, 3.4‐fold of WT *S. oneidensis* MR‐1. When normalized to the electrode‐attached biomass, the normalized power densities of the elongated strains (AsftsZ, MinD, SulA, as well as the QS‐based strains LuxI‐sulA and LuxI‐slmA) remained higher than that of WT, and increased in positive correlation with their cellular length (Figure S13, Supporting Information). This suggested that the elevated EET was not only caused by more anodic biomass on electrodes but also higher cellular electroactivity due to enhanced levels of *c*‐Cyts on the cell membrane enabled by cell elongation.

The best bio‐electrochemical performance of the strain SulA was caused by the synergistic effects of enhanced EET efficiency and cell metabolism. Cell elongation facilitated *c*‐Cyts expression and biofilm formation. We observed that the *c*‐Cyts expression and biofilm formation increased along with the cell length. The higher *c*‐Cyts level and cellular hydrophobicity of strain SulA endowed it with higher output power density than that of strains AsftsZ and MinD. On the other hand, when the cell length reached a certain threshold, it impaired cell growth and metabolism, which decreased intracellular ATP and NAD^+^/H levels, ultimately reducing *c*‐Cyts expression and biofilm formation of strains MinC and SlmA.

The use of quorum sensing (QS) approach to regulate the SulA expression was one of the key innovations of our study, which allowed us to effectively decouple the cell growth from cell elongation. We constructed the QS‐based gene circuit to ensure that the SulA expression was tightly controlled and only activated at a specific cell density. This study highlighted the potential of QS‐based gene circuits in achieving automatous and precise regulation of gene expression, which is of value in MFC optimization and other biotechnological applications.

Collectively, our study provided valuable insights into how cell elongation impacts the electrophysiology of *S. oneidensis* in terms of intracellular electron generation, EET, and electroactive biofilm formation. The specific underlying mechanisms were elucidated as three aspects (see Figure 4D): i) cell elongation impeded cell growth and lactate uptake, which decreased intracellular electron generation. We thus designed a QS‐based dynamic regulation gene circuit to retrieve cell growth, thus regain intracellular electron pool; ii) cell elongation reinforced direct EET by enhancing *c*‐Cyts level on the cell membrane. Additionally, the increased *c*‐Cyts further facilitated high‐efficient one‐electron redox reaction through *c*‐Cyts‐bound flavins; and iii) cell elongation facilitated electroactive biofilm formation by enhancing cellular hydrophobicity. Thus, an increase in cell length was a feasible approach to promote the EET of EAMs.

## 4 Experimental Section

### Setup of Bio‐Electrochemical System

One milliliter of overnight cultures of the engineered strains of *S. oneidensis* MR‐1 suspension were separately added into 100 ml fresh LB broth with corresponding antibiotics and optimized IPTG. The cultures were incubated at 30 °C with shaking (200 rpm) for 12 h. Then, each culture was mixed with electrolytes (5% LB broth, 95% M9 buffers, 18 mm sodium lactate, antibiotics, and IPTG) to obtain a final optical density (OD_600_) of 0.5. Dual‐chamber MFCs (120 ml working volume) separated by nafion 117 membranes (DuPont Inc., USA) were used. A carbon cloth (CeTech WOS1002, from Rocktek, China) was used as the working electrode (1 cm × 1 cm) and counter electrode (2.5 cm × 3.0 cm). The cathodic electrolyte was composed of 50 mm K_3_[Fe(CN)_6_], 50 mm K_2_HPO_4_, and 50 mm KH_2_PO_4_. A 2 kΩ external resistor was connected into the external circuit of MFC, and the output current was recorded by a digital multimeter (DT9205A) every 0.5 h.

### Electrochemical Characterization

When the output current reached peak and stayed stable, cyclic voltammetry (CV) analysis with a scan rate (1 mV s^−1^) was performed in a two‐chamber three‐electrode configuration with an Ag/AgCl as reference electrode on a CHI1000C multichannel potentiostat (Chenhua Instrument, Shanghai, China). Then, linear sweep voltammetry (LSV) analysis with a slow scan rate (0.1 mV s^−1^) was conducted on a two‐electrode mode to estimate the maximum power density (the potential decreased from the open circuit potential −0.8 to −0.1 V). All the current density and power density were normalized to anode carbon cloth area of 1 cm^2^. Power density (*P*) was calculated using Equation (1):

(1) $$P=\frac{VI}{S}$$

where *V* is the output voltage; *I* is the current; and S is the projected area of the anode surfaces.

Electrochemical impedance spectroscopy was performed in a three‐electrode configuration with Ag/AgCl as the reference electrode and measured by MULTI AUTOLAB M204 (Metrohm, Netherlands) over the frequency range of 10^−2^–10^5^ Hz with 10 mV amplitude. The internal charge‐transfer resistance of each strain was calculated as the diameter of the semicircle at a medium‐high frequency of the Nyquist plot fitted by the Nova 2.1.4 software. For chronoamperometry, a constant potential of +0.2 V (vs Ag/AgCl) was added directly to anodic carbon cloth in a three‐electrode configuration. Differential pulse voltammetry (DPV) analysis was performed in a one‐chamber three‐electrode configuration on a CHI660e Electrochemical Analyzer/Workstation (Chenhua Instrument, Shanghai, China). Carbon cloth was used as the anode (1 cm × 1 cm), Ag/AgCl as the reference electrode, and platinum net (area of 4 cm^2^) as the counter electrode. DPV was performed with a scan window of −0.6 to 0.4 V, 1 mV s^−1^ scan rate, 1 s period, 0.5 s pulse time, 50 mV pulse size, and 1 mV step size.

### SEM Imaging of Cell Morphology

The morphology of the anodic cells of WT and engineered strains were characterized by a Field Emission Scanning Electron Microscopy (Tescan Mira LMS, Czech) with an acceleration voltage of 5 kV. Before observation, anodes were removed from operating MFCs and fixed in 2.5% glutaraldehyde for 3 h, then were dehydrated in a series of ethanol solutions (30%, 50%, 70%, 80%, and 90%) subsequently dried in a vacuum. Samples were divided into small pieces and coated with Au prior to the SEM analyses. The analyses were carried out in Shiyanjia Lab (https://www.shiyanjia.com/).

### Confocal Imaging of Biofilm, EPS, and Cell Viability

Bacterial biofilms were analyzed with a CLSM (Nikon A1R+). The carbon cloth electrodes after discharge were cut up and were washed in PBS (pH 6.8). Then the anodic biofilms were stained with the LIVE/DEAD BacLight bacterial viability kit (Invitrogen, USA) including SYTO 9 for live cells and propidium iodide (PI) for dead cells, respectively, and were scanned by the Laster with a step of 5 µm. The excitation/emission wavelengths were 480/500 nm for SYTO 9 stain and 490/635 nm for PI. For EPS observation, Fluorescein isothiocy anate (FITC), Concanavalin (ConA), Calcofluor white (CW), and PI were used for staining the extracellular protein, *α*‐polysaccharide, *β*‐polysaccharide, and extracellular DNA (eDNA), respectively. The obtained images were further processed by NIS‐Elements AR Analysis software.

### Measurement of Cellular Length and Width and Other Calculations

The length and width of a single cell were measured using ImageJ. For each strain, 10 individual cells were measured for calculating its MCL and MCW). MCV, MSA, and SSA (i.e., namely the ratio of cell surface area to volume) were calculated based on a cell rod‐shape model (Figure S3, Supporting Information) and the calculation formulas, Equations (2)–(4):

(2) $$S=4\pi {\left(\frac{D}{2}\right)}^{2}+\pi D\left(L-D\right)=\pi LD$$

(3) $$V=\frac{4}{3}\pi {\left(\frac{D}{2}\right)}^{3}+\pi {\left(\frac{D}{2}\right)}^{2}\left(L-D\right)=\frac{\pi }{12}\left(3LD^{2}-D^{3}\right)$$

(4) $$SSA=\frac{12LD}{3LD^{2}-D^{3}}=\frac{1}{D}\times \frac{12}{3-\frac{D}{L}}$$

where *L* is the cell length, *D* is the cell width.

The doubling time (*t*_d_) of the elongated cells could be calculated based on Equation (5)

(5) $$\mu =\frac{\ln2}{t_{d}}$$

where *µ* (h^−1^) is the specific growth rate calculated by fitting with the Logistic curves using the Origin2022 software.

### SDS‐Page and Heme Staining of *c*‐Cyts

Two milliliters overnight culture was collected by centrifugation (12 000 rpm for 1 min). After wash with sterilized 10 mm PBS buffer (pH 7.2–7.4) three times. The total membrane proteins of the engineered strains were extracted by the Bacterial Membrane Protein Extraction kit (Catalog No: PH1461, Phygene Life Sciences). The cells and purified membrane proteins were resuspended in 160 µL of distilled water and solving solution, respectively, with 40 µl of 5 × loading dye. The loading dye consisted of 0.25 m Tris HCl, pH 6.8, 50% (v/v) glycerol, 10% (w/v) SDS, and 0.5% (w/v) bromophenol blue. The resuspension was treated at 96 °C in a hot water bath for 10 min. After cooling to room temperature, 20 µl of the suspended cells was loaded on 12% (w/v) polyacrylamide gels for electrophoresis and then ran at 150 V for ≈1 h on a Bio‐Rad Mini‐PROTEAN Tetra Cell System. The electrophoresis running buffer contained 3.03 g L^−1^ Tris, 18.8 g L^−1^ glycine, and 1 g L^−1^ SDS. After electrophoresis, the gels were immersed in a solution that contained 30 mL 6.3 mm 3, 3′, 5, 5′‐tetramethylbenzidine (TMBZ) dissolved in methanol and 70 mL 0.25 m sodium acetate (pH 5.0). After incubating overnight in the dark and 4 °C, 3 mL 30% hydrogen peroxide was added and staining was visible within 30 min.^[^ ^46^ ^]^ The stained gels were imaged by Imagelab (Bio‐Rad) software.

### UV/Vis Spectrophotometer Measurement of *c*‐Cyts

Two ml cultures were collected by centrifugation (12 000 rpm, 5 min). After the removal of the supernatant, the cell pellets were resuspended in 10 mm PBS. The resuspended cells were lysed by ultrasonication in an ice bath (200 W, ultrasonicating‐2 s‐waiting‐1 s cycle for 1 min) with an Ultrasonic Homogenizer (Scientz, China). The *c*‐Cyts in cell lysate was measured using the UV/vis spectrophotometer (UV‐2450, Shimadzu). Oxidized *c*‐Cyts had a maximal Soret (*γ*) absorption peak at 408 nm, a visible peak at 531 nm, and a shoulder at 560 nm. Sodium dithionite was used to reduce *c*‐Cyts. Upon reduction, the Soret band maximum shifts to 419 nm, and the characteristic β‐and α‐Soret peaks became more prominent at 523 and 552 nm, respectively.

### Water‐Contact Angle Measurement

After 12 h of incubation, cells were harvested by centrifuging at 4000 rpm for 10 min. The cells were washed twice and suspended with PBS. Then suspension was filtered through a cellulose acetate membrane filter (0.45 µm). The filters were air‐dried at room temperature for 30 min. The contact angles were determined with the sessile drop method and a Ramé Hart 290‐F1 automated goniometer.^[^ ^31a^ ^]^ A drop of 2 µl of the water was dispensed on the surface of the filter, and contact angles were taken 2 s after drop deposition.

### Flavins Detection

Overnight cultures (2 mL) were collected by centrifugation (12 000 rpm, 1 min). The supernatants were used for flavin detection. All solutions and samples were filtered and assayed by the Alliance HPLC system [reverse‐phase C18 column (Symmetry, 5 µm, 4.6 × 250 mm), Waters e2695 separation module and 2998 PDA detector (Waters, USA)]. The mobile phase was composed of methanol and 0.01 m NaH_2_PO_4_ in a fixed ratio of 30: 70. The chromatographic separations utilized an elution rate of 0.6 ml min^−1^ and an injection volume of 20 µL within 25 min at 30 °C. Flavin concentrations were calculated based on the signals at 445 nm.

### Assessment of Cell Membrane Permeability

The overnight culture of cells was diluted by PBS buffer at a final OD_600_ of 0.5. The *N*‐phenyl‐1‐naphthylamine was then added into the cell suspension at a final concentration of 6 µm. After incubation for 10 min at 30 °C, the microplate reader (Tecan infinite 200 pro) was used to qualify the fluorescence emission (scanning from 400 to 500 nm) with the excitation at 355 nm.

### Zeta Potential Measurement

The cells were separated from the anode and washed thrice and then resuspended into ddH_2_O at a final OD_600_ of 0.1. The sample was then subjected to zeta potential measurement using a Zeta‐sizer Nano ZS system (Malvern, UK).

## Conflict Of Interest

The authors declare no conflict of interest.

## Author contributions

F.Li. and H.Y. contributed equally to this work. F.Li., H.Y., B.Z., and H.S. conceived and designed the research. H.Y., C.H., F.Lan., and Y.W. performed the experiments. Q.L., J.Z., and C.L. helped perform some experiments. F.Li., H.Y., B.Z., and H.S. analyzed the data. F.Li. and H.Y. wrote the manuscript. L.S., W.‐W.L., K.H.N., Z.L., and H.S. critically revised the manuscript. B.Z., Z.Y., and R.T. helped revise the manuscript. H.S. supervised the project.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Engineered Cell Elongation Promotes Extracellular Electron Transfer of Shewanella Oneidensis
**Source:** Adv Sci (Weinh). 2024 Sep 5;11(41):2403067. doi: 10.1002/advs.202403067
**Supplement:** Supplementary file 1 — Supporting Information

***Supplementary Information for***

**Engineered cell elongation promotes extracellular electron transfer of *Shewanella oneidensis***

Feng Li^1, ‡^, Huan Yu^1, ‡^, Baocai Zhang^1^, Chaoning Hu^1^, Fei Lan^1^, Yuxuan Wang^1^, Zixuan You^1^, Qijing Liu^1^, Rui Tang^1^, Junqi Zhang^1^, Chao Li^1^, Liang Shi^2^, Wen-Wei Li^3^, Kenneth H. Nealson^4^, ZhanYing Liu^5, *^, and Hao Song^1, 6, *^

^‡^ These authors contribute equally to this work.

The supplementary information includes:

- Supplementary methods
- Supplementary Tables 1-9
- Supplementary Figures 1-13

**Supplementary Methods**

**Genes synthesis, plasmids construction, and bacterial culture**

The specific mechanisms of genes that were utilized to program cell dimension, quorum sensing, and global regulation in this study were described in **Table S3**. All of the plasmids were by Gibson Assembly^[1]^ or DNA ligation. The genes *minC*, *minD*, *slmA*, and *sulA* were PCR amplified individually from the genome of *Shewanella oneidensis* MR-1 and cloned into a Biobrick compatible expression vector pYYDT by Gibson Assembly, obtaining plasmids pYYDT-minC, pYYDT-minD, pYYDT-slmA, and pYYDT-sulA, respectively. AsRNAs were designed as inverse complementary sequence of 100 bp of target genes (50 bp in the translation initiation region covering the RBS and 50 bp in the upstream of coding sequence) with its scaffold (PT template comprising two 38-bp inverted repeat DNA sequences to generate stem-loop structure^[2]^). The specific sequences of asRNAs were listed in **Table S4,** and were synthesized by Genewiz (Suzhou, China), then ligated in pYYDT through adding the upstream NdeI and downstream SalI restriction enzyme sites, obtaining plasmids pYYDT-asftsA, pYYDT-asftsN, pYYDT-asftsQ, and pYYDT-asftsZ. The coding sequences of the genes *luxR*, *luxR_mut 7_*, *luxR_4B3_*, and *luxI* from *Vibrio fischerii* were searched from NCBI database and adapted for expression in *S. oneidensis* MR-1 (<http://www.jcat.de/>), added with a ribosome binding site (RBS) and *gfp*, which were synthesized by Genewiz (Suzhou, China) and ligated in pYYDT through the BamHI and XhoI restriction enzyme sites, obtaining the plasmids pYYDT-luxR-gfp, pYYDT-luxR_4B3_-gfp, and pYYDT-luxR_mut7_-gfp. The plasmids pYYDT-luxR_mut7_-slmA and pYYDT-luxR_mut7_-sulA were constructed by replacing the *gfp* fragment of pYYDT-luxR_mut7_-gfp with the gene *slmA* and *sulA*, respectively. The primers used for plasmid construction were listed in **Table S5**. RBSs with different strengths measured in *Escherichia coli* by International Genetically Engineered Machine Competition (iGEM) (<http://parts.igem.org/Ribosome_Binding_Sites/Prokaryotic/Constitutive/Community_Collection>) were used to regulate the translation levels in the QS-based genetic circuits. The sequences of promoters and RBSs were listed in **Table S6** and **S7**.

Except for the QS-based regulation, each gene was controlled by an inducible *P_tac_* promoter with an optimized IPTG concentration. The IPTG was used at 10 µM for division inhibitor encoding genes and 1 mM for asRNAs, global regulator CRP encoding gene, cAMP synthetic genes and riboflavin biosynthesis genes. All constructed plasmids were first transformed in the auxotrophic donor strain *E. coli* WM3064. The resulting strains were cultured in Luria-Bertani (LB) medium supplied with 0.059 g l^-1^ 2,6-diaminopimelic acid (DAP) and corresponding antibiotics for plasmid maintenance at 37 °C, 220 rpm. Plasmids were then transferred into *S. oneidensis* MR-1 (ATCC700550) by conjugation. The resulting strains of *S. oneidensis* was cultured in LB medium with antibiotic and inducer IPTG at 30 °C, 200 rpm. The antibiotics were used at 50 μg ml^-1^ for kanamycin and 25 μg ml^-1^ for chloramphenicol. **Tables S1** and **S2** listed the strains and plasmids used in this study, respectively.

**Electrode-attached biomass measurements**

To determine the protein content of biofilm on electrode, carbon cloth anodes after MFC operation were placed in a 10 ml tube containing 3 ml PBS. The tube was vortexed for 2 min and then incubated in a water bath (at 96 °C for 20 min) to lyse cells. After cooling to room temperature, the extracts were analyzed using a bicinchoninic acid protein assay kit (Boster AR0146, China) according to the manufacturer’s instructions with 1 mg ml^-1^ bovine serum albumin (BSA) as standard.

**Extraction of EPS and qualification of polysaccharides**

40 mL of cell culture was harvested and suspended in 0.9% NaCl solution, and then were centrifuged with 5000 ×g for 10 min at 4 °C. The cell pellets were collected and washed by 0.9% NaCl solution for twice, incubated in water bath at 40 °C for 30 min, and then centrifuged with 5000 ×g for 15 min at 4 °C. Subsequently, the supernatants were filtered through 0.22 μm polytetrafluoroethylene membrane to obtain EPS. The residual cell precipitates were dried for measurement of dry cell weight (DCW). The concentrations of polysaccharides were quantified through the Anthrone-Sulfuric acid colorimetry^[3]^ and normalized to DCW.

**Transcriptome analysis**

Cells in WT, SulA, SD, and SDC-based MFC were harvested by centrifugation at 5000 ×g for 5 min at 4 ℃ and then flash frozen by liquid nitrogen. 

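Transcripts of the strains SD and SDC were measured in 3 libraries each, and the authors deposited FPKM values of 4429 genes in a table separate from that of WT and SulA. *sulA* was at 10370.4, 35690.1 and 7193 FPKM in the 3 SD libraries and at 122, 135 and 3529 FPKM in the 3 SDC libraries (log2 fold change −5.15, adjusted p = 0.999 from limma). The library preparation and read length in the sample labels are those of WT and SulA, and the labels again describe the late logarithmic phase. The paper's text does not describe the plasmids of SD and SDC under these names. The values of all but 31 genes came out as whole fragments, to within the digits written. Counted in steps, the listed genes held 5267903, 5407096 and 4466773 fragments in SD replicates 1, 2 and 3. In the SDC replicates they held 5564113, 5458701 and 4780007. The step, in FPKM times bases, was 233 in SD 2, 179 in SD 3 and 154 in SDC 3. FPKM scaled by these totals would give SD 3 the largest step, so the totals are not the library sizes behind the FPKM. The 31 genes, which were not whole in at least 4 of the 6 libraries, are *mtrC*, *mtrA*, *mtrB*, *omcA*, *cymA*, *crp*, *dld*, *ldhA*, *lldR*, *hemA*, *hemB*, *hemC*, *hemE*, *hemF*, *hemG*, *hemH*, *hemL*, *hemN*, *hemW*, *ccmA*, *ccmB*, *ccmD*, *ccmE*, *ccmI*, *ribA*, *ribB*, *ribC*, *ribD*, *ribE*, *ribF* and *ribH*. These 31 are also the genes written with at most 8 digits (4 to 7) in every library, where the other genes have a median of 15 digits. All 31 had a higher mean in SDC than in SD. For 29 of them every SDC library was above every SD library, as for 138 of the 4270 other genes tested. Of the 42 values of the 7 riboflavin genes among them, 42 were whole on the steps of the WT and SulA libraries, taken by number with WT for SD and SulA for SDC, and 2 on the steps of their own libraries. The *ribB* gene among them (HRJ35_RS18835) has the same 6 values in both tables and is not the *ribB* of Table S9. The tmRNA gene *ssrA* held 6.20%, 16.0% and 6.18% of the fragments in the SD libraries and 13.8%, 16.1% and 2.70% in the SDC libraries. The strains were compared with limma on log2(FPKM + 1) over 4301 genes with a mean of at least 1 FPKM.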

The cDNA / DNA / Small RNA libraries were sequenced on the Illumina sequencing platform by Genedenovo Biotechnology Co., Ltd (Guangzhou, China).

**Fluorescence measurement**

*S. oneidensis* MR-1 harboring plasmid with gene *gfp* was pre-inoculated into 5 ml LB with 50 μg ml^-1^ kanamycin and then cultured at 30 °C. Every two hours, 200 μl of the culture was transferred into a 1.5 ml EP tube and centrifuged at 12,000 rpm for 1 min. After the supernatant was removed the pellet was resuspended with 200 μl PBS. The resuspended cells were transferred into a 96-well microplate. The plate was placed in a microplate reader (Tecan infinite 200 pro). GFP fluorescence was measured using an excitation wavelength of 470 nm and an emission wavelength of 510 nm. The gain value was fixed to 50. GFP fluorescence value was normalized as GFP/OD_600_, and the background fluorescence of medium was subtracted.

**Immunofluorescence localization of MtrC**

Immunofluorescence localization was utilized for specific imaging of cell surface MtrC. The mouse-derived monoclonal antibody specific to MtrC was synthetized by Wuhan Genecreate Biological Engineering Go. Ltd (China). FITC Conjugated Affinipure Goat Anti-Mouse IgG (Boster, Catalog BA1101) was used as secondary antibody. The immune hybridization and fluorescence observation were carried out by Shiyanjia Lab (https://www.shiyanjia.com/).

**Quantification of the intracellular NAD(^+^/H)**

NAD^+^/H concentrations were measured using a NAD(H) content assay kit (Solarbio^®^ BC0300, China) according to manufacturer’s instructions. *S. oneidensis* MR-1 strains under MFC condition was sampled for NAD^+^/H quantification. 500 μl of cells were collected and immediately resuspended in 0.5 ml of acid extract (for NAD^+^) or alkaline extract (for NADH) by ultrasonication in ice bath (200W, ultrasonicating-2 s-waiting-1 s cycle for 1 min) with an Ultrasonic Homogenizer (Scientz, China). The cell lysate was further boiled for 5 min, cooled in ice bath, and centrifugated at 10,000 ×g at 4 °C for 10 min to remove cell debris. The supernatant was added with 500 μl of alkaline extract (for NAD^+^) or acid extract (for NADH). Visible spectrophotometry was used to determine the NAD^+^/H concentration by measuring the absorbance at 570 nm with 1.25 nmol/ml NAD and NADH as standards. The intracellular NAD^+^/H concentration were normalized to biomass measured by BCA assay kit.

**ATP assay**

ATP levels were measured using a visible spectrophotometry-based ATP content assay kit (Solarbio^®^ BC0300, China) according to manufacturer’s instructions. *S. oneidensis* MR-1 strains were cultured in under 30 °C and 200 rpm for 12 h. One ml of cultures was collected by centrifugation (12,000 rpm, 5 min) and resuspended in ATP detection lysis buffer for ultrasonication in ice bath. The cell lysate was further centrifugated 10000 ×g for 4 min at 4 ℃ and supernatant was collected. Then, 500 µl chloroform was added and mixed. After centrifugation, the supernatant was used for ATP detection with 0.0625 µmol/ml ATP as standard. The final ATP concentration were normalized to biomass measured by BCA assay kit.

**Lactate measurement**

A sterile syringe was used to take 1ml of culture solution in each MFC every 24 hours. After centrifugation at 12000 rpm for 1min, the supernatant was diluted between 1-100 mg ml^-1^ of lactate. Biosensor analyzer (SBA-40E) was used to measure the lactate concentration with 50 mg ml^-1^ lactate as standard.

**Columbic efficiency calculation**

The Coulombic efficiency (CE) is defined as the ratio of the actual Coulombs recovered as current to maximum possible Coulombs if all substrate was consumed to produce current. The Coulombs actually recovered was determined by integrating the current (I) over a period of batch cycles (t) ^[4]^. Thus, the Coulombic efficiency can be evaluated over a period of discharging using Eq. (6):

$$C_{E}=\frac{Coulombs recovered}{Total coulombs in substrate}=\frac{\int_{0}^{t_{b}} Idt}{Fb_{ES}V_{An}\Delta c} (6)$$

where F is Faraday’s constant (96487 C mol^−1^ of electrons), I (A) is the current, t_b_ (s) is the time period of a batch cycle, b_ES_ is the stoichiometric number of moles of electrons produced per mole of substrate (b = 4 when lactate was used as the substrate), V (l) is the volume of liquid in the anode compartment, and Δc (mol l^−1^) is the change of substrate concentration over a batch MFC cycle.

**Real‐time quantitative reverse transcription PCR (qRT‐PCR) analysis**

Cells of WT and engineered strains in the late logarithmic phase of cultures were harvested by centrifugation at 5000 ×g for 5 min at 4 ℃ and then flash frozen by liquid nitrogen. Real‐time quantitative reverse transcription PCR (qRT‐PCR) analysis were provided by Yuelixuan Technology Co., Ltd (Beijing, China). The *gyrB* gene encoding DNA gyrase was used as the reference gene due to its relatively stable expression in all phases of growth ^[5]^. The primers used for qRT-PCR were listed in **Table S8.** The expression levels of the target genes were normalized by reference gene *gyrB* using the 2^−ΔΔCT^ method ^[6]^.

**Cr^6+^ reduction and azo dyes degradation**

The Cr^6+^ reduction was implemented in parallel MFC configuration. Cr^6+^ stock solution was prepared with 0.25M K_2_Cr_2_O_7_ and added in cathodic electrolyte to obtain a final Cr^6+^ concentration of 120 mg l^-1^. Samples were then taken every 12 hours and the Cr^6+^ concentration was determined by the 1,5-diphenylcarbazide (DPC) method^[7]^.

The azo dyes methyl orange and amaranth were filtered and added in the serum vials harboring anodic electrolyte with a final concentration of 100 mg l^-1^. Then, the oxygen was removed by sparging with high purity nitrogen. Afterward, the overnight culture of WT and engineered strains was injected at a final OD_600_ of 0.1. Samples were then taken every 30 minutes.

The microplate reader (Tecan infinite 200 pro) was used for measuring the concentration of methyl orange, amaranth, and Cr^6+^ with absorption wavelength of 475 nm, 522 nm, and 540 nm, respectively.

The first‐order rate constant k (h^-1^) was used to evaluate the reduction rates of different pollutants, which could be calculated by Eq. (7),

$$\ln C_{0}-\ln C_{t}=Kt (7)$$

where C_0_ is the initial concentration (mg l^-1^), C_t_ is the concentration at given interval (mg l^-1^), t is the reaction time (h).

**Supplementary Tables**

**Table S1.** Strains used in this study

| Strain | Description | Source |
| --- | --- | --- |
| *Shewanella oneidensis* |  |  |
| MR-1 | Lake Oneida isolate | Our Lab |
| WT | MR-1 harboring pYYDT | Our Lab |
| AsftsA | MR-1 harboring pYYDT-asftsA | This study |
| AsftsN | MR-1 harboring pYYDT-asftsN | This study |
| AsftsQ | MR-1 harboring pYYDT-asftsQ | This study |
| AsftsZ | MR-1 harboring pYYDT-asftsZ | This study |
| MinC | MR-1 harboring pYYDT-minC | This study |
| MinD | MR-1 harboring pYYDT-minD | This study |
| SlmA | MR-1 harboring pYYDT-slmA | This study |
| SulA | MR-1 harboring pYYDT-sulA | This study |
| LuxR | MR-1 harboring pYYDT-luxR_mut7_ | This study |
| LuxI-slmA | MR-1 harboring pYYDT-luxR_mut7_-slmA | This study |
| LuxI-sulA | MR-1 harboring pYYDT-luxR_mut7_-sulA | This study |
| *E. coli* |  |  |
| WM3064 | *ThrB1004 pro thi rpsL hsdS lacZΔM15RP4-1360Δ(araBAD)567 ΔdapA1341::[erm pir]* | Our Lab |

**Table S2.** Plasmids used in this study

| Plasmid | Description | Source |
| --- | --- | --- |
| pYYDT | *pBBR1, kanR, mob, lacI* | Our Lab |
| pYYDT-asftsA | *pBBR1, kanR, mob, lacI，P_tac_-asftsA* | This Study |
| pYYDT-asftsN | *pBBR1, kanR, mob, lacI，P_tac_-asftsN* | This Study |
| pYYDT-asftsQ | *pBBR1, kanR, mob, lacI，P_tac_-asftsQ* | This Study |
| pYYDT-asftsZ | *pBBR1, kanR, mob, lacI，P_tac_-asftsZ* | This Study |
| pYYDT-minC | *pBBR1, kanR, mob, lacI，P_tac_-minC* | This Study |
| pYYDT-minD | *pBBR1, kanR, mob, lacI，P_tac_-minD* | This Study |
| pYYDT-slmA | *pBBR1, kanR, mob, lacI，P_tac_-slmA* | This Study |
| pYYDT-sulA | *pBBR1, kanR, mob, lacI，P_tac_-sulA* | This Study |
| pYYDT-luxR_mut7_-slmA | *pBBR1, kanR, mob, luxR_mut7_，P_luxI_-BBa_B0064-luxI-BBa_B0064-slmA* | This Study |
| pYYDT-luxR_mut7_-sulA | *pBBR1, kanR, mob, luxR_mut7_，P_luxI_-BBa_B0064-luxI-BBa_B0064-sulA* | This Study |
| pYYDT-luxR-gfp | *pBBR1, kanR, mob, luxR，P_luxI_-BBa_B0034-luxI-gfp* | This Study |
| pYYDT-luxR_4B3_-gfp | *pBBR1, kanR, mob, luxR_4B3_，P_luxI_-BBa_B0034-luxI-gfp* | This Study |
| pYYDT-luxR_mut7_-gfp | *pBBR1, kanR, mob, luxR_mut7_，P_luxI_-BBa_B0034-luxI-gfp* | This Study |
| pYYDT-luxR_mut7_ | *pBBR1, kanR, mob, luxR_mut7_，P_luxI_-BBa_B0034-luxI* | This Study |

**Table S3.** Genes used in this study.

| Gene | Function | Source |
| --- | --- | --- |
| *ftsA* | An actin-like protein associated with the membrane through an amphipathic helix to stabilize the Z-ring. | *S. oneidensis* MR-1 |
| *ftsN* | The last recruit protein during divisome assembly which promotes premature interaction between FtsN and FtsA and back recruits the divisome proteins to the Z ring. | *S. oneidensis* MR-1 |
| *ftsQ* | A bitopic membrane proteins that form a complex, acting as a scaffold for the recruitment of downstream divisome proteins. | *S. oneidensis* MR-1 |
| *ftsZ* | A cell-division determinant and bacterial tubulin homolog, assembled into the Z ring at the center of the cell, provides a scaffold for the assembly of the entire Divisome. | *S. oneidensis* MR-1 |
| *minC* | A septum site-determining protein consists of 231 amino acids, and its N-terminal contains FtsZ binding domain, which directly interacts with FtsZ protein and inhibits the polymerization of FtsZ protein. | *S. oneidensis* MR-1 |
| *minD* | A septum site-determining protein consists of 270 amino acids, which can suppress the cell division and prevent the formation of cell division septum, and bind to ATP complex binds to the membrane. | *S. oneidensis* MR-1 |
| *slmA* | A DNA-activated FtsZ polymerization and nucleoid-associated division inhibitor, binds to both the nucleoid and FtsZ to prevent Z rings from forming over chromosomes prior to their proper duplication and partitioning. | *S. oneidensis* MR-1 |
| *sulA* | A cell division inhibitor, blocking binary division, preventing the assembly of nascent Z rings. | *S. oneidensis* MR-1 |
| *luxR* | Quorum sensing transcription regulator protein response to AHLs | *Vibrio fischerii* |
| *luxR_mut 7_* | A LuxR mutant with lower leakiness | *Vibrio fischerii* |
| *luxR_4B3_* | A LuxR mutant with lower leakiness | *Vibrio fischerii* |
| *luxI* | A signaling molecule acyl-homoserine  lactones (AHLs) synthase | *Vibrio fischerii* |

**Table S4.** asRNA used for translational inhibition in this study.

| Name | Sequence (5’-3’) |
| --- | --- |
| asftsA | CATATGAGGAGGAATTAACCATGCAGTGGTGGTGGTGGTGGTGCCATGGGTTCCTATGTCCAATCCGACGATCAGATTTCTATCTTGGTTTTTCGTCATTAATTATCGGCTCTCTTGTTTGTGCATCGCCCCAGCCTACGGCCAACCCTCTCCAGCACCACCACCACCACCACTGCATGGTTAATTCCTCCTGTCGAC |
| asftsN | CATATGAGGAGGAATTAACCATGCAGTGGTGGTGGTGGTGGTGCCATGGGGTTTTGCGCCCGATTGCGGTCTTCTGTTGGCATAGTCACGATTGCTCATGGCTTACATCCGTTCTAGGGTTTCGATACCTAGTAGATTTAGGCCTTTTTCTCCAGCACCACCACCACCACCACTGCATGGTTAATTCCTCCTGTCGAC |
| asftsQ | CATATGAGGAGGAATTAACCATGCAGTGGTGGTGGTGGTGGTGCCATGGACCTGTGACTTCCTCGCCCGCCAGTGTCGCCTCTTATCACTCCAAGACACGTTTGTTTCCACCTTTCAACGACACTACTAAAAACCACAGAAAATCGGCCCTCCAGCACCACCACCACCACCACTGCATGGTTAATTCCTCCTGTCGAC |
| asftsZ | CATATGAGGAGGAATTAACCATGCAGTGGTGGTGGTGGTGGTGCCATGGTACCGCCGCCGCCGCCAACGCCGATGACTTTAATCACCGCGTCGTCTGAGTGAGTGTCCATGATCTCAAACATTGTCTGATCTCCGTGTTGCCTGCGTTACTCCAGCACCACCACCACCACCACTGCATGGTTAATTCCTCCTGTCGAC |

**Table S5.** Primers used for plasmid construction in this study.

| Name | Sequence (5’-3’) |
| --- | --- |
| pYYDT-F | GCCAGGCATCAAATAAAACGAAAGGCT |
| pYYDT-R | CTATGGTCCTTGTTGGTGAAGTGCTCGT |
| SulA-F | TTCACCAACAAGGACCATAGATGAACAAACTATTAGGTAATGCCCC |
| SulA-R | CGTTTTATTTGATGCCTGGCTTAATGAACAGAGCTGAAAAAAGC |
| MinC-F | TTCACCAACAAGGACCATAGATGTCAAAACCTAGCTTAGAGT |
| MinC-R | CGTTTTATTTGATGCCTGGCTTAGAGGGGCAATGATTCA |
| MinD-F | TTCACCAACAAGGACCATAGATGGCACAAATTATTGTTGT |
| MinD-R | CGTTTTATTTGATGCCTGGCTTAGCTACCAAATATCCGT |
| SlmA-F | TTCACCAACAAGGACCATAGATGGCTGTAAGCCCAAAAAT |
| SlmA-R | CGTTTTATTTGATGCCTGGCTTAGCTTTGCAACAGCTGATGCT |
| pYYDT-LuxR-F | CATCTAGTATTTCCCCTCTTTCTCTAGAT |
| PYYDT-LuxR-R | GGATCCGAGGTACCACAGAAATCAT |
| LuxI-sulA-F | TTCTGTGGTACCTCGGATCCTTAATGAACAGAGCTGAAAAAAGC |
| LuxI-sulA-R | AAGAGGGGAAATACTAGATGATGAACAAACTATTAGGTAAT |
| LuxI-slmA-F | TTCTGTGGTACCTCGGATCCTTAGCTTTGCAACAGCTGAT |
| LuxI-slmA-R | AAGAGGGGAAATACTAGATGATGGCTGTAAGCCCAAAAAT |

**Table S6.** Promoters used in this study.

| Name | Sequence (5’-3’) |
| --- | --- |
| P_tac_ | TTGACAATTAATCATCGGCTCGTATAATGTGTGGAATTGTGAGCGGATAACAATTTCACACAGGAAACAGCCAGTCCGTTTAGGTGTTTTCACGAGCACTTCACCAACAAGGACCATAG |
| P_LuxI_- P_LuxR_ | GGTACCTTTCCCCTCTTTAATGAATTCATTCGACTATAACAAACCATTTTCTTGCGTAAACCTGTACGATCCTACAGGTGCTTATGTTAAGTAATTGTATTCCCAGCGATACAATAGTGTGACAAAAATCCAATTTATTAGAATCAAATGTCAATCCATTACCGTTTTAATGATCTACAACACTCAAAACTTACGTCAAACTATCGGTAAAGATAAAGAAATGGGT |

**Table S7.** Sequence of different ribosome binding sites (RBS) used in this study.

| Identifier in iGEM | Sequence | Measured strength in *E. coli* |
| --- | --- | --- |
| BBa_B0029 | GTTTCCTGTGTGAA | 0.764 |
| BBa_B0030 | TTTCTCCTCTTTAAT | 0.6 |
| BBa_B0031 | TCACACAGGAAACC | 0.07 |
| BBa_B0032 | CTTTCCTGTGTGA | 0.3 |
| BBa_B0033 | TCACACAGGAC | 0.01 |
| BBa_B0034 | AAAGAGGAGAAA | 1 |
| BBa_B0035 | ATTAAAGAGGAGAA | 1.124 |
| BBa_B0064 | AAAGAGGGGAAA | 0.35 |

**Table S8.** Primers used for qRT-PCR in this study.

| Name | Sequence (5’-3’) |
| --- | --- |
| gryB-F | CATGGGTGAGAAACTAAACGACT |
| gryB-R | GCAGCATCGACAATCTTACCA |
| ftsA-F | GGAACCTCTAAAGTCGCAGTGA |
| ftsA-R | TACCAAGGCCGACTATGCTG |
| ftsN-F | GAGGTGAAGCCAAAAGAACCTGC |
| ftsN-R | CTTTCTTCGGCGCTTCAACAACA |
| ftsQ-F | ACAGGATTTAATGCAACGGAG |
| ftsQ-R | TGATGCGCGATACACCCAA |
| ftsZ-F | GAATTCGAAACTGTCGGTAACCA |
| ftsZ-R | TACACGTAGTTCGTCGCTCA |
| minC-F | CGGGTAAACAAACTGCGTCT |
| minC-R | GCCATTACCTACCGCACCAA |
| minD-F | ATTATTACCACCAACCCGGAAG |
| minD-R | TGATTTCGACGCCAGAATGC |
| slmA-F | AGATACGATGAAACGCTGTC |
| slmA-R | AATAACGTACTAATGCGGCTAC |
| sulA-F | CCAATTGTCACTATGCCAACCC |
| sulA-R | CCTGCGTTTGCCAATAGCTG |
| luxR-F | CACGCTTGTATGAACATCC |
| luxR-R | TTTACCTTCACAAGCCCAA |
| luxR_mut7_-F | GTTATCTTTCGCTCACTCT |
| luxR_mut7_-R | CAGATTTGTTGTTAGCGAT |
| luxI-F | TCTGCTCCAAAAGATCCAA |
| luxI-R | GCGTGTTTGTAGATAGCTTC |

**Table S9.** The summary and description of differential expressing genes detected in the transcriptomics study. FPKM: Fragments Per Kilobase of transcript per Million mapped reads, which was calculated using software RSEM. Fold change, fold differences in gene transcriptional levels (SulA vs. WT), log_2_(Fold Change) = log_2_[FPKM (SulA)]- log_2_[FPKM (WT)].

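Table S9 lists 106 genes with their mean FPKM in both strains. From the deposited FPKM of the 3 libraries per strain, the log2 ratio of the means was recomputed for each gene, and all 106 were within 0.01 of the value in Table S9, with a largest difference of 4.69e-06. The table holds these means and ratios, and the p-values beside the genes elsewhere in the text come from limma. FPKM multiplied by gene length and divided by the step of the library gives the fragments behind a value, which is whole where fragments are counted singly. For 87 of the 106 genes all 522 values were whole, within 0.02 fragments plus the rounding of the last decimal. For *cymA*, *mtrA*, *mtrB*, *mtrC*, *omcA*, *lldE*, *lldF*, *lldG*, *lldP*, *dld*, *ldhA*, *pilA*, *ribA*, *ribB*, *ribC*, *ribD*, *ribE*, *ribF* and *ribH* values were not whole in at least 4 libraries, and 8 of their 114 values were whole. The median distance from a whole fragment was 0.27 for these 19 genes and 0.011 for the others of the table, with largest distances of 0.486 and 0.0847. Outside Table S9, 3749 of 3758 testable genes other than transposases were whole in all 6 libraries and 5 were off in at least 4, namely *tuf1* and *tuf2* of elongation factor Tu, *alx* and *RF_1252* of the TerC family and *prfB* of release factor 2, named after their values were seen. Of the transposases, near-identical copies between which reads can be divided, 133 were off. The 7 genes written with more than 2 decimals are the 7 riboflavin genes.

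**Figure D4:**
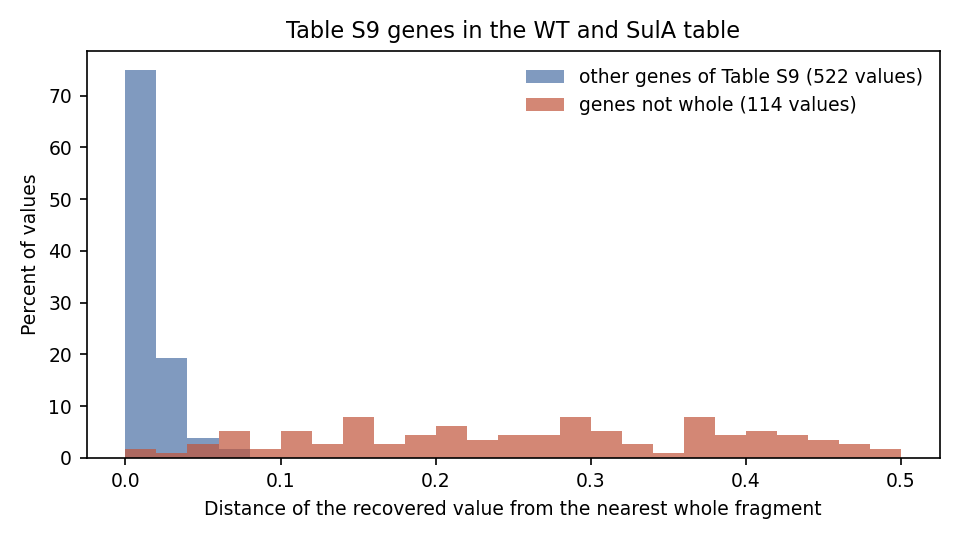
Distance of each recovered value from the nearest whole fragment, as the percent of values, for the 19 genes of Table S9 that are not whole (114 values) and for the other genes of the table (522 values). A value counted in single fragments lies near 0. The values of the other genes lie within 0.0847 of 0 and those of the 19 genes spread up to 0.486.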

**Supplementary Figures**

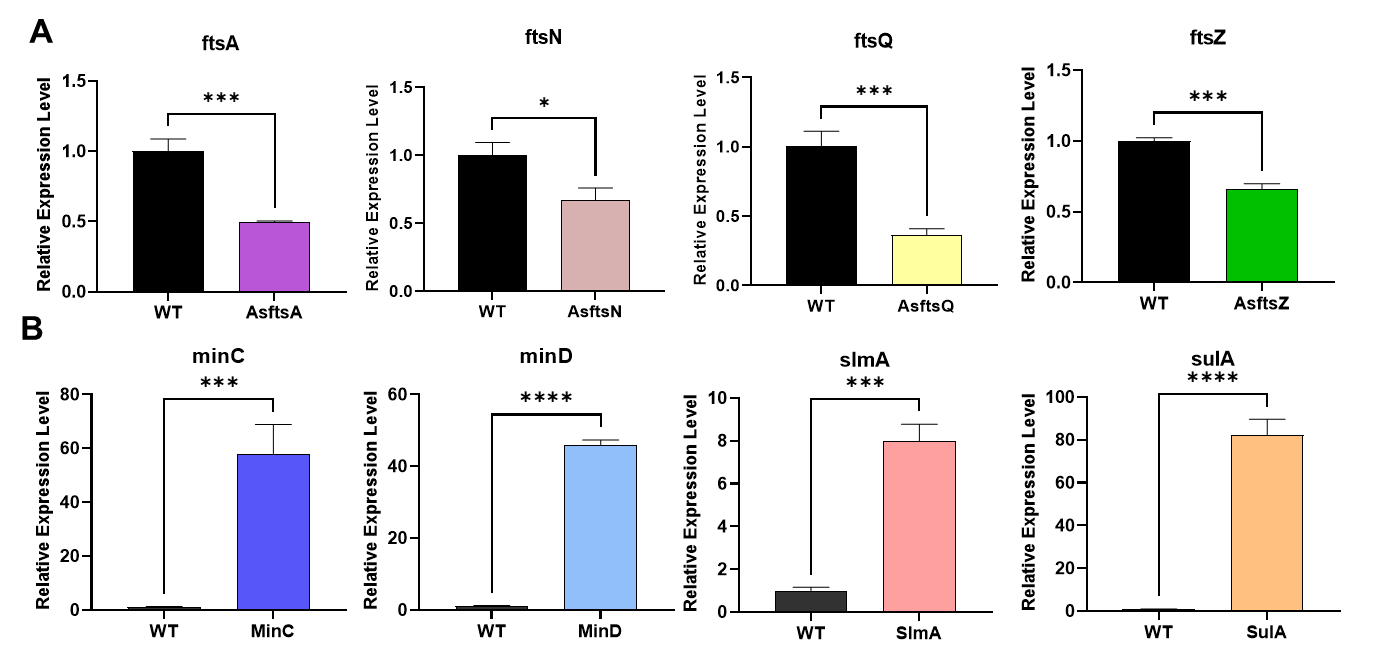

**Figure S1**. Relative transcriptional levels of target genes in the four engineered strains expressing asRNAs (**A**) and division inhibitors (**B**), which were normalized as the expression levels that in the WT. The data were shown as the mean ± SD from three independent replicates. Significant difference was analyzed by ordinary one-way ANOVA method.

**
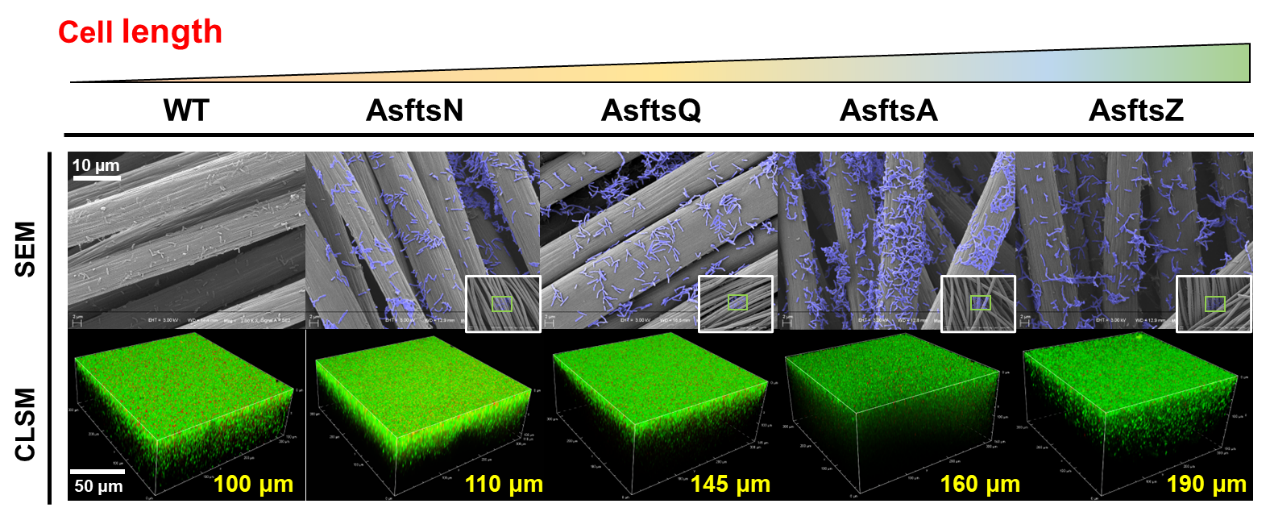
**

**Figure S2**. SEM and CLSM images of the WT and four elongated *S. oneidensis* strains overexpressing division inhibitors, ordered from left to right by increasing cell length (scale bar: 10 µm for SEM; 50 µm for CLSM images).

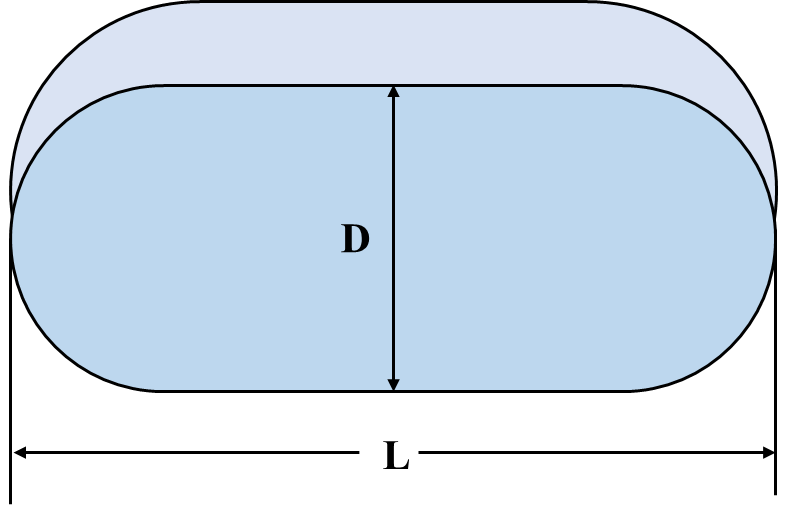

**Figure S3**. The model of rod-shape for calculation of dimensional parameters. L is the cell length from pole to pole. D is the cell width from cell midline to cell midline.

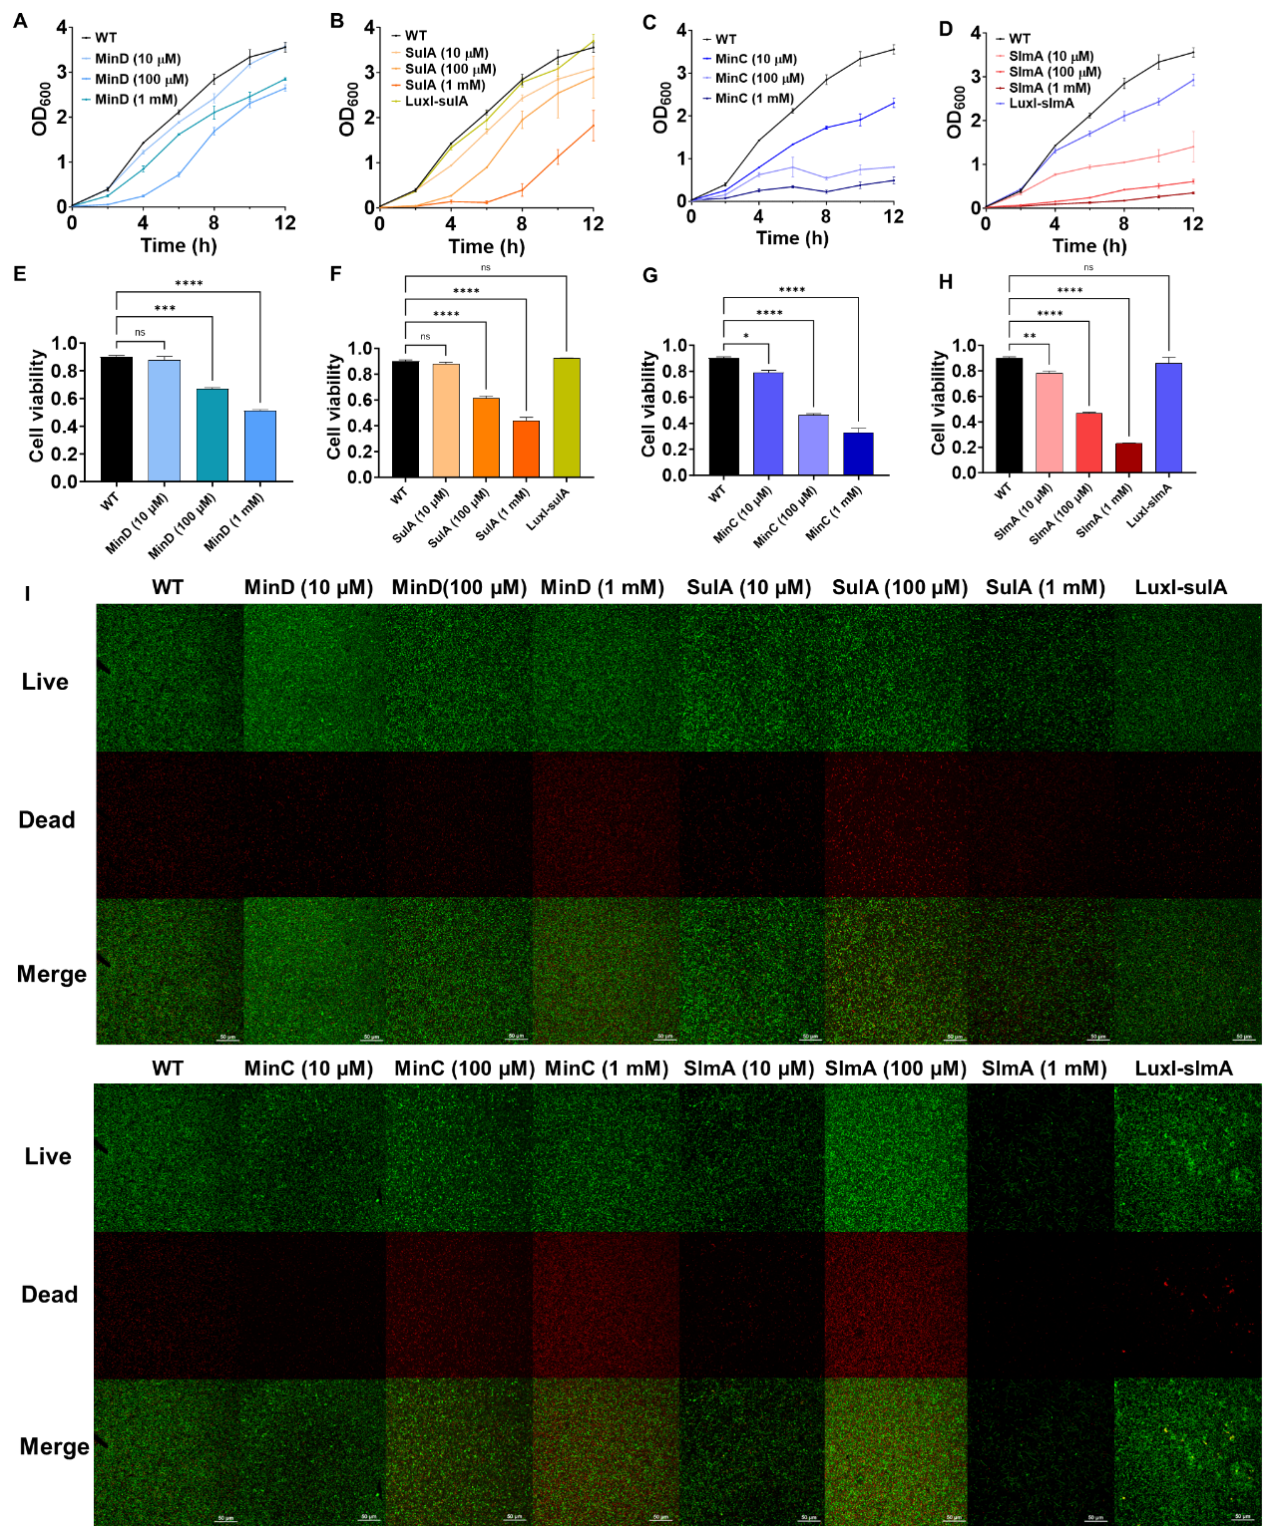

**Figure S4. Cell growth and viability of the WT and the engineered strains overexpressing division inhibitors under the induction of different concentrations of IPTG.** (A) Growth curves of WT and the engineered strain MinD under the induction of 10 µM, 100 µM, and 1 mM IPTG. (B) Growth curves of WT, the engineered strain SulA under the induction of 10 µM, 100 µM, and 1 mM IPTG, and the QS-regulated strain LuxI-sulA. (C) Growth curves of WT and the engineered strain MinC under the induction of 10 µM, 100 µM, and 1 mM IPTG. (D) Growth curves of WT, the engineered strains SlmA under the induction of 10 µM, 100 µM, and 1 mM IPTG, and the QS-regulated strain LuxI-slmA. (E) Cell viabilities of strains WT and MinD under the induction of 10 µM, 100 µM, and 1 mM IPTG. (F) Cell viabilities of strains WT, SulA under the induction of 10 µM, 100 µM, and 1 mM IPTG, and LuxI-sulA (G) Cell viabilities of strains WT and MinC under the induction of 10 µM, 100 µM, and 1 mM IPTG. (H) Cell viabilities of strains WT, SlmA under the induction of 10 µM, 100 µM, and 1 mM IPTG, and LuxI-slmA. Data were presented by three independent biological replicates as means ± SD. Significant difference was analyzed by the ordinary one-way ANOVA method. (I) CLSM observation of the live/dead staining of WT, the engineered strains MinC, MinD, SulA, and SlmA, under the induction of different concentration of IPTG, as well as the QS-based strains LuxI-sulA and LuxI-slmA (scale bar: 50 µm). Green fluorescence represented live cells labeled with SYTO 9, red fluorescence represented dead cells labeled with propidium iodide (PI), and merge represents all of the live and dead cells. The excitation/emission wavelengths were 480/500 nm for SYTO 9 stain and 490/635 nm for PI.

**
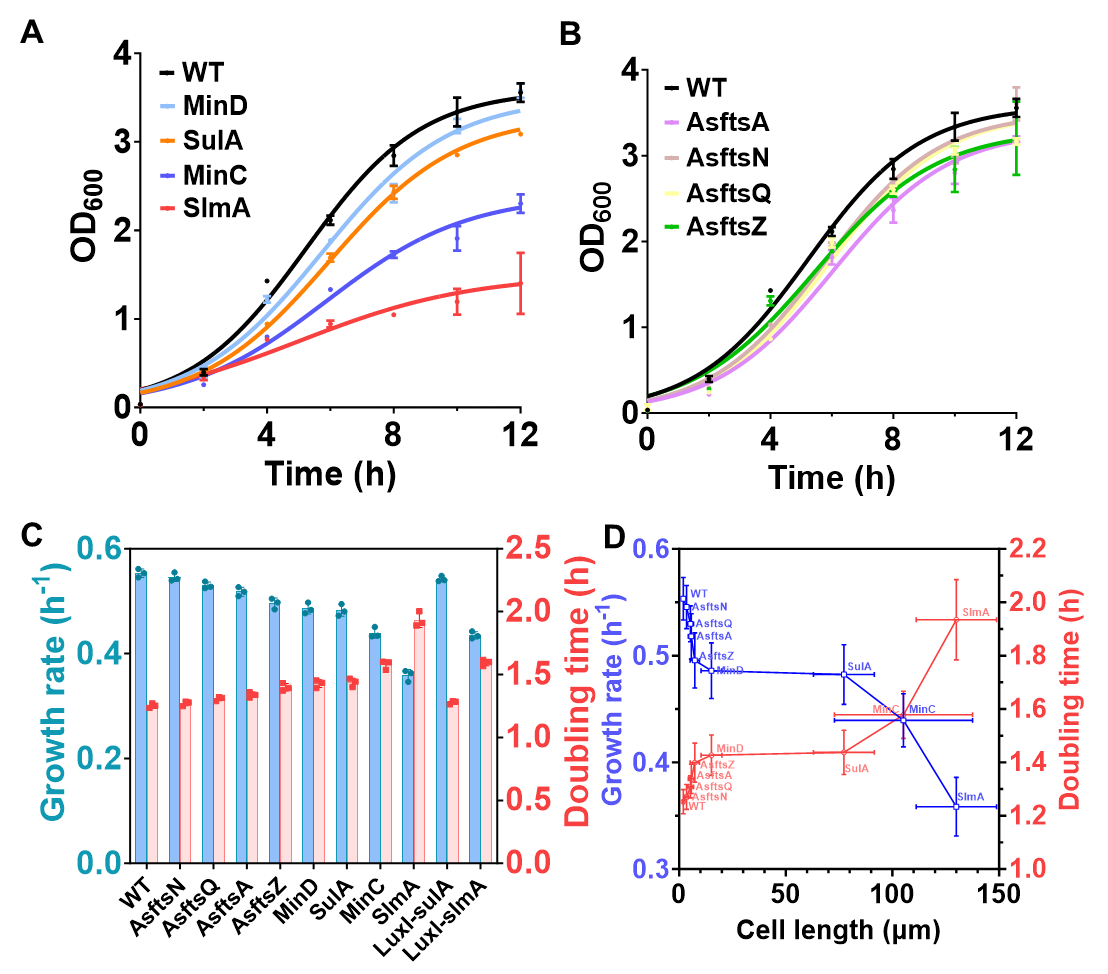
**

**Figure S5**. **Quantification of the correlation between cell length and cell growth.** (A) Growth curves of WT and the elongated strains MinD, SulA, MinC, and SlmA cultured in LB medium, under the induction of 10 µM IPTG, respectively, which were fitted with the Logistic curves by using the GraphPad Prism 10.1.2 software. (B) Growth curves of the engineered strains AsftsA, AsftsN, AsftsQ, and AsftsZ under induction of 1 mM IPTG, which were fitted with the Logistic curves by using the GraphPad Prism 10.1.2 software. (C) Calculation of the specific growth rate and doubling time of the wild-type (WT) and the eight elongated *S. oneidensis* strains expressing the division inhibitors. (**D**) Specific growth rates and doubling time corresponding to different cell length. Data were presented by three independent biological replicates as means ± SD.

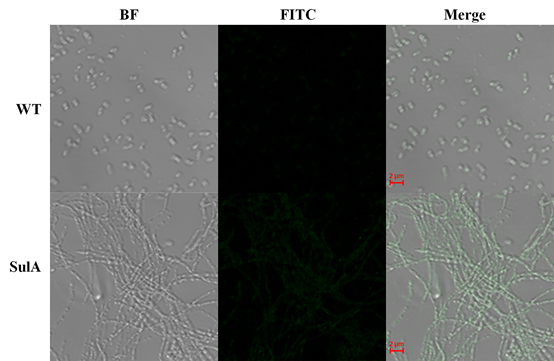

**Figure S6**. Immunofluorescence localization of cell-surface *c*-type cytochrome MtrC of WT and elongated strain SulA.

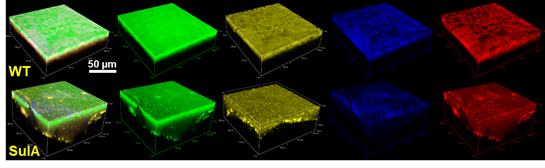

**Figure S7.** Comparison of extracellular polymeric substances (EPS) thickness and components of WT and the filamentous strain SulA-based biofilm. Extracellular protein, α-polysaccharide, β-polysaccharide, and extracellular DNA were stained by fluorescein isothiocyanate (FITC), Concanavalin (ConA), Calcofluor white (CW), and propidium iodide (PI), and shown in green, yellow, blue, and red, respectively (scale bar: 50 µm).

**Figure S8**. UV/vis spectral characterization of the *c*-Cyts levels from the EPS of the WT and elongated *S. oneidensis* strain SulA.

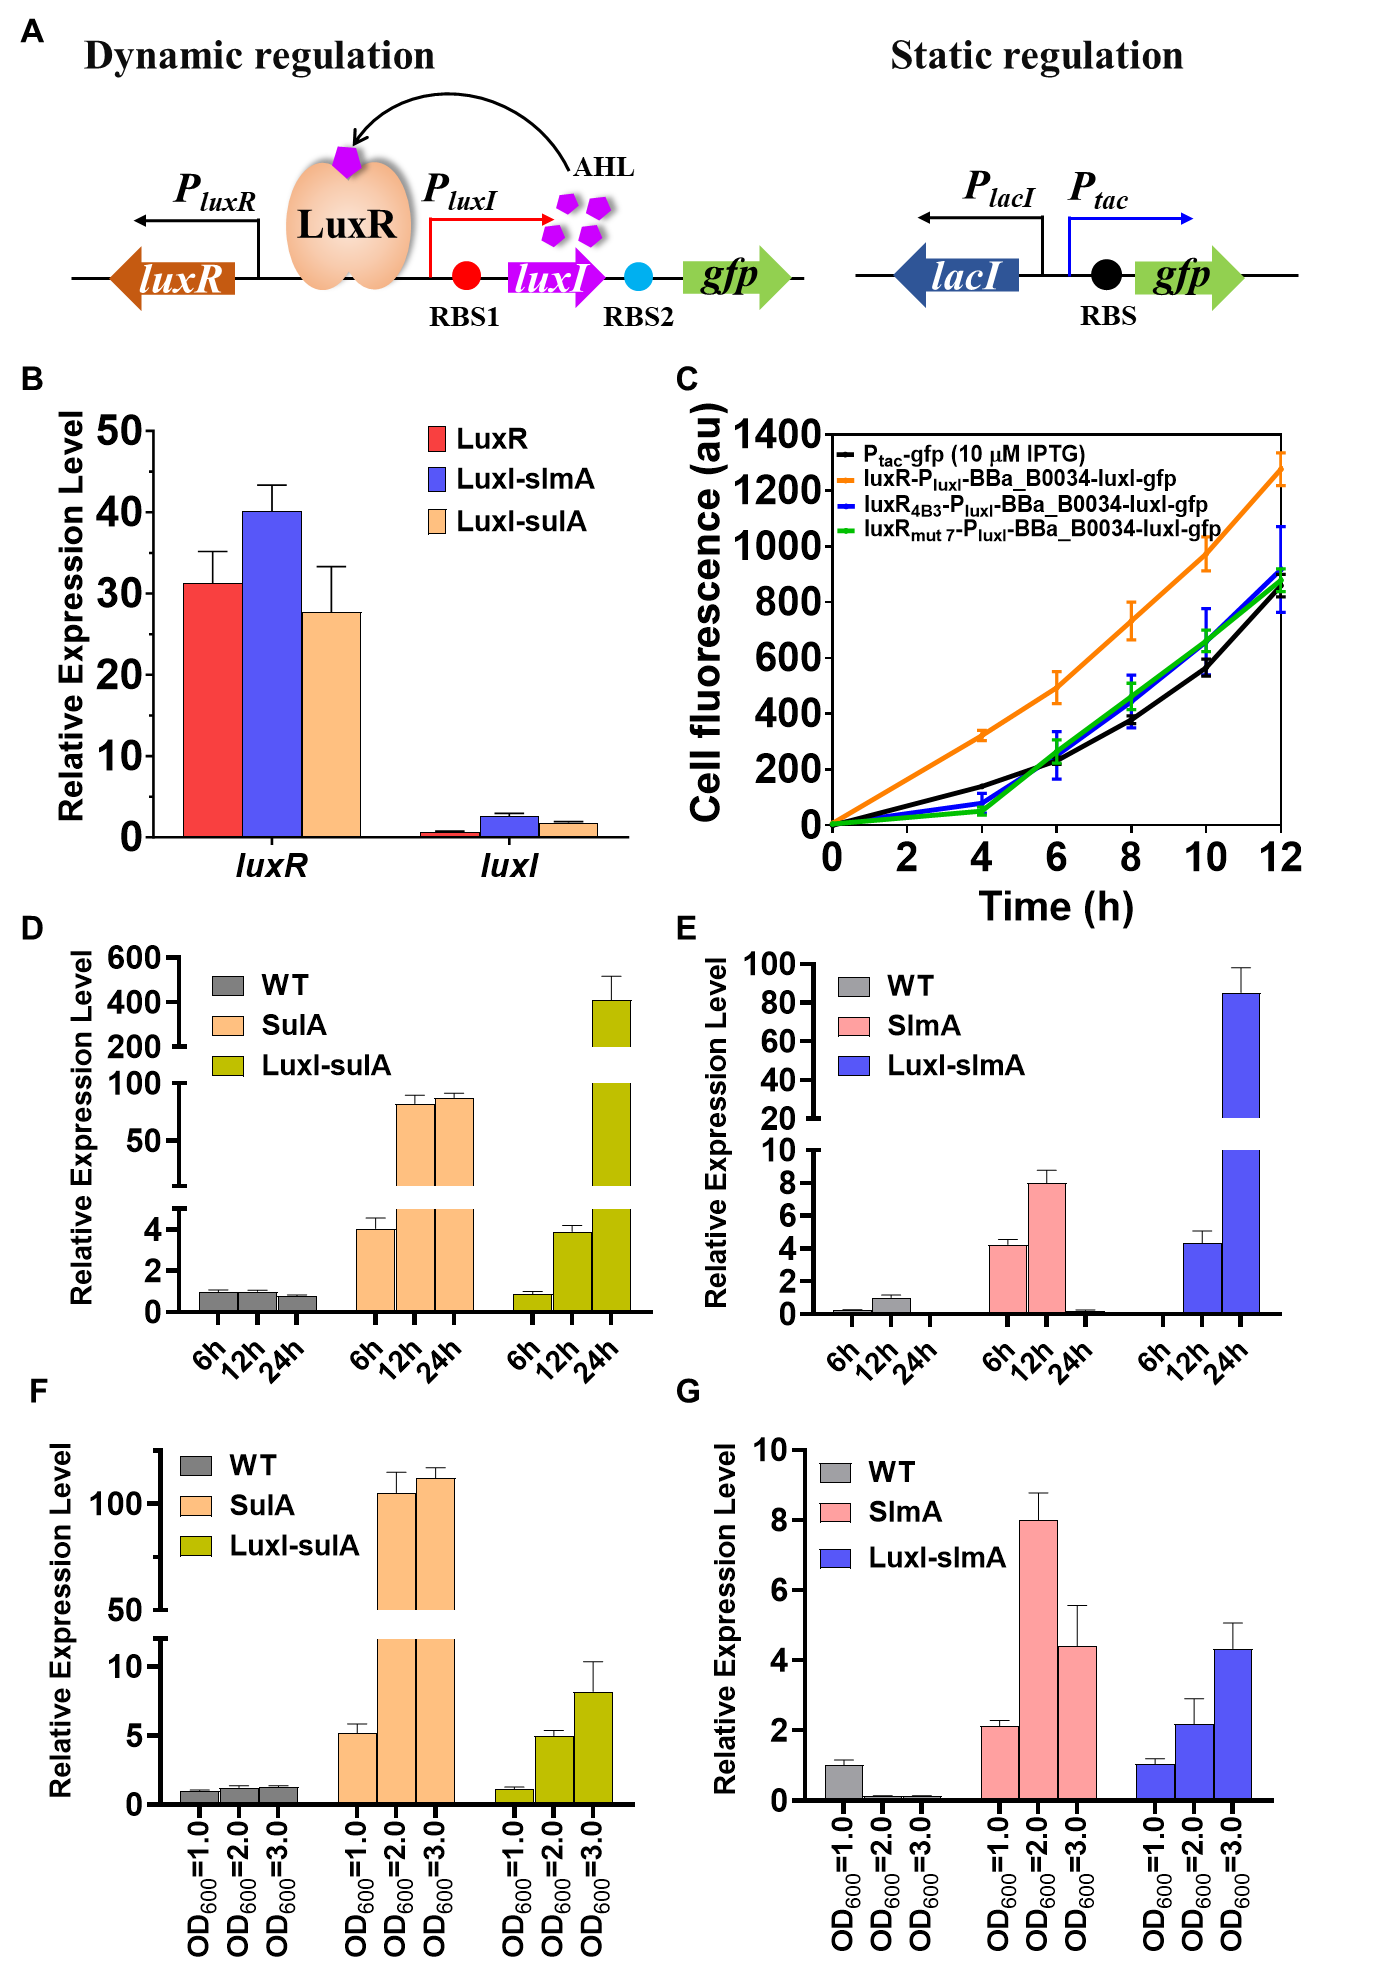

**Figure S9. Design and verification of quorum sensing (QS)-based dynamic regulation system by fluorescence detection and qPCR analyses.** (A) Design of a quorum sensing (QS)-based positive-feedback-loop genetic circuit for dynamic regulation by placing both *luxI* and *gfp* genes under the control of the synthetic RBS (RBS1 and RBS2, for the genes *luxI* and *gfp*, respectively) and the LuxR-regulated promoter P_lux_. P_tac_-*gfp* was the static regulation circuit induced by 10 µM IPTG. (B) Relative transcriptional levels of the target genes *luxR* and *luxI* in engineered strains harboring the QS system cultured in LB medium, which were normalized as the expression levels of *gyrB*. (C) Verification of the QS -based genetic circuits by cell fluorescence intensity detection of strains harboring P_tac_-gfp, LuxR-luxI-gfp, LuxR_4B3_-luxI-gfp, and LuxR_mut7_-luxI-gfp cultured in LB medium. (D) Relative transcriptional levels of the gene *sulA* in the engineered strain SulA and the QS-based strain LuxI-sulA at different growth phases (6h, 12h, and 24h) cultured in LB medium, which were normalized as the expression levels that in WT at 12 h. (E) Relative transcriptional levels of *slmA* in the engineered strain SlmA and the QS-based strain LuxI-slmA at different growth phases (6h, 12h, and 24h) cultured in LB medium, which were normalized as the expression levels that in WT at 12 h. (F) Relative transcriptional levels of the gene *sulA* in the engineered strain SulA and the QS-based strain LuxI-sulA at different cell densities (OD_600_=1, 2, and 3) cultured in LB medium, which were normalized as the expression levels that in WT at OD_600_=1. (G) Relative transcriptional levels of *slmA* in the engineered strain SlmA and the QS-based strain LuxI-slmA at different cell densities (OD_600_=1, 2, and 3) cultured in LB medium, which were normalized as the expression levels that in WT at OD_600_=1. Data were presented by three independent biological replicates as means ± SD.

**
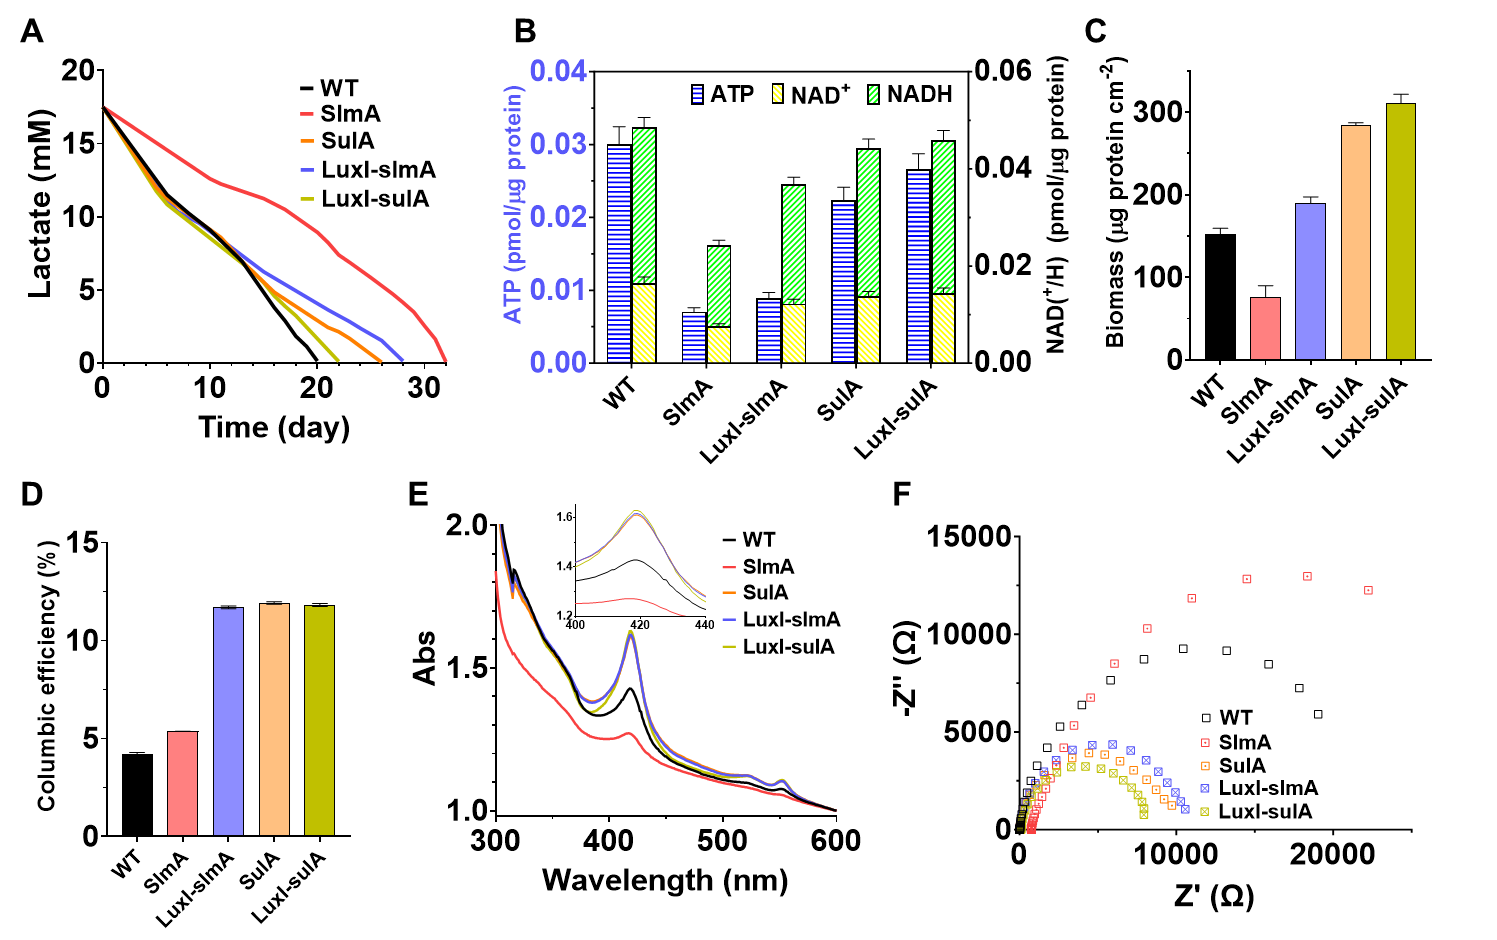
**

**Figure S10. Electrophysiological performance of QS-regulated elongated strains.** (A) Lactate consumption profile of the strains WT, SulA, SlmA, and the QS-regulated strains in MFC. (B) ATP assay and NAD(^+^/H) measurement of the strains WT, SlmA, LuxI-slmA, SulA, and LuxI-sulA. (C) Electrode-attached biomass contents of the strains WT, SlmA, LuxI-slmA, SulA, and LuxI-sulA. (D) Columbic efficiencies of the strains WT, SlmA, LuxI-slmA, SulA, and LuxI-sulA. (E) UV/vis spectral characterization of the *c*-Cyts level of strains WT, SulA, SlmA, and QS-based strains. Insert was the magnification of the section of 400-420 nm. (F) Nyquist plots of electrochemical impedance spectroscopy (EIS) of WT, SulA, SlmA, and QS-based strains. Z' and Z" refer to the real part and imaginary part of the impedance. Data were presented by three independent biological replicates as means ± SD.

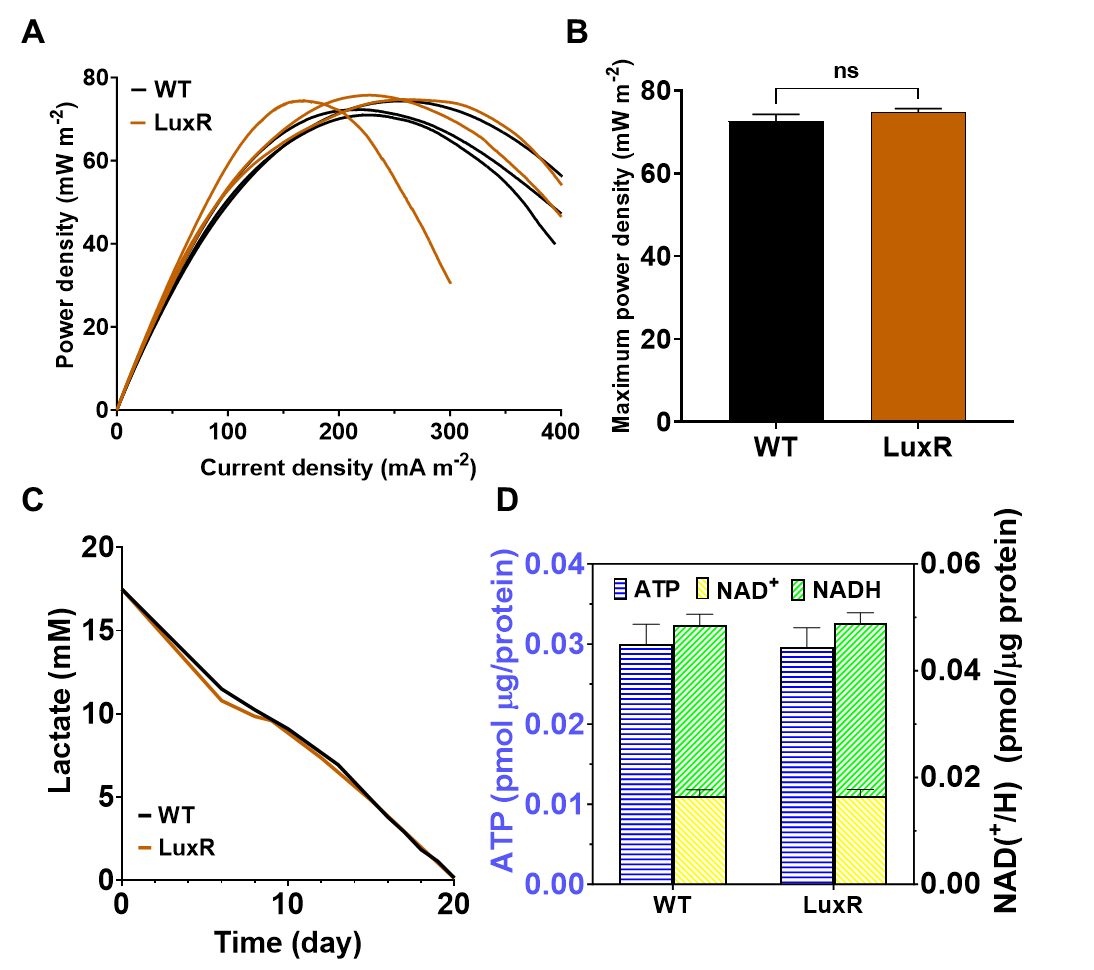

**Figure S11**. **Elimination of quorum sensing’s effect on EET of the normal-size strain.** (A) Power density curves of the strains WT and LuxR that expressed the quorum sensing (QS) system. Three biological replicates were examined for each strain. (B) Comparison of maximum power densities of the strains WT and LuxR. Significant difference was determined by two-tailed t test. (C) Lactate consumption curves of the strains WT and LuxR. (D) ATP assay and NAD(^+^/H) measurement of the strains WT and LuxR. Data were presented by three independent biological replicates as means ± SD. Significant difference was analyzed by ordinary one-way ANOVA method.

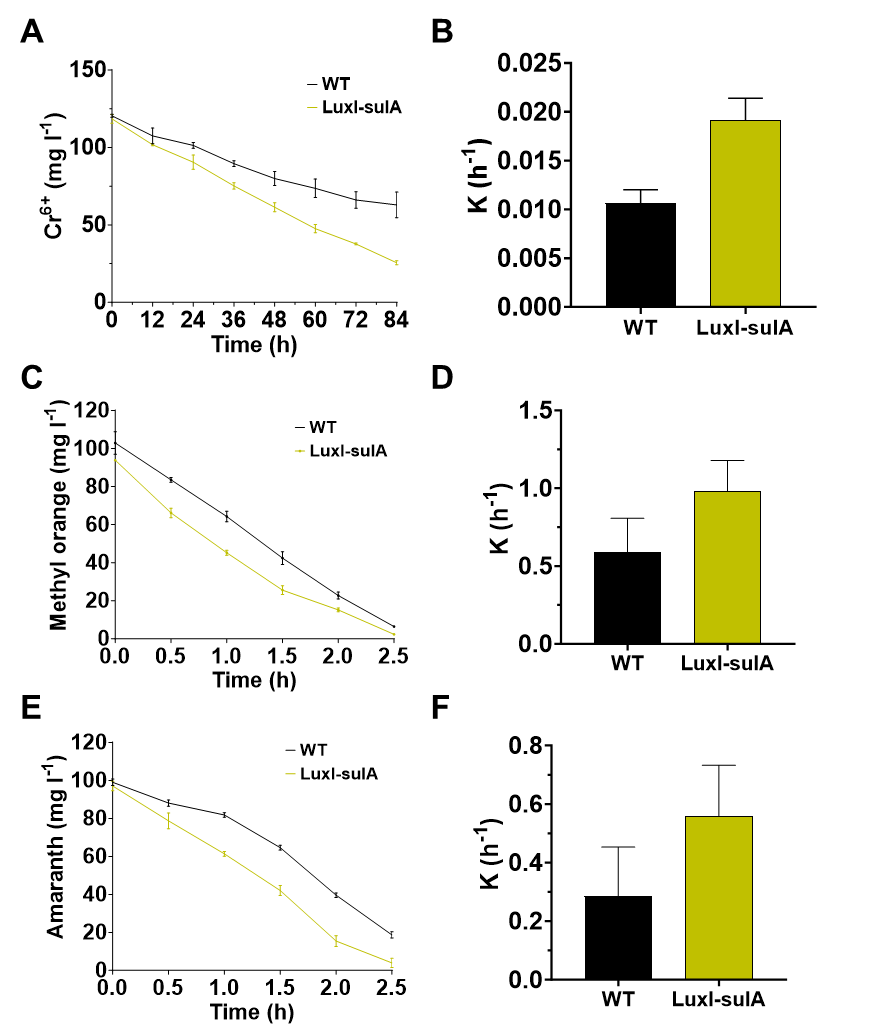

**Figure S12**. Application of the engineered strain for pollution treatment. (A) Cathodic reduction curve of Cr^6+^ of the WT and engineered strain LuxI-sulA. (B) Reduction kinetic constant of Cr^6+^ of WT and LuxI-sulA. (C) Anaerobic degradation curve of methyl orange of WT and LuxI-sulA. (D) Degradation kinetic constant of methyl orange of WT and LuxI-sulA. (E) Anaerobic degradation curve of amaranth of WT and LuxI-sulA. (F) Degradation kinetic constant of amaranth of WT and LuxI-sulA. Data were presented by three independent biological replicates as means ± SD.

**Figure S13.** Normalized power density to electrode-attached biomass of the elongated *S. oneidensis* strains. Data were presented by three independent biological replicates as means ± SD. Significant difference was performed by Ordinary one-way ANOVA method of GraphPad Prism 10.1.2 software.

**Supplementary References**

[1] D. G. Gibson, L. Young, R.-Y. Chuang, J. C. Venter, C. A. Hutchison, H. O. Smith, *Nat. Methods* **2009**, *6*, 343-345.

[2] N. Nakashima, T. Tamura, L. Good, *Nucleic Acids Res.* **2006**, *34*, e138.

[3] J. Guo, G. Yang, Z. Zhuang, Q. Mai, L. Zhuang, *Sci. Total Environ.* **2021**, *797*, 149207.

[4] D. Yan, X. Yang, W. Yuan, *Journal of Power Sources* **2015**, *289*, 26-33.

[5] A. E. Murray, D. Lies, G. Li, K. Nealson, J. Zhou, J. M. Tiedje, *Proc. Natl. Acad. Sci. USA* **2001**, *98*, 9853-9858.

[6] K. J. Livak, T. D. Schmittgen, *Methods* **2001**, *25*, 402-408.

[7] L. F. Oliveira, N. T. Canevari, M. B. B. Guerra, F. M. V. Pereira, C. E. G. R. Schaefer, E. R. Pereira-Filho, *Microchemical Journal* **2013**, *109*, 165-169.

[8] A. V. Silva, M. Edel, J. Gescher, C. M. Paquete, *Front. Microbiol.* **2020**, *11*, 815.

[9] A. Matsumoto, R. Koga, A. Kanaly Robert, A. Kouzuma, K. Watanabe, M. Kivisaar, *Appl. Environ. Microbiol.* **2021**, *87*, e00201-00221.

[10] J. Müller, S. Shukla, K. A. Jost, A. M. Spormann, *BMC Microbiol.* **2013**, *13*, 119.

[11] A. Kouzuma, X. Y. Meng, N. Kimura, K. Hashimoto, K. Watanabe, *Appl. Environ. Microbiol.* **2010**, *76*, 4151-4157.

[12] T. Kasai, A. Kouzuma, K. Watanabe, *Front. Microbiol.* **2017**, *8*, 869.

[13] A. Hirose, A. Kouzuma, K. Watanabe, *Biotechnol. Adv.* **2019**, *37*, 107351.

How the deposited data were processed for this re-analysis (not part of the article)

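RNA-seq was analysed in 12 libraries, 3 each of the *S. oneidensis* MR-1 strains WT, SulA, SD and SDC. Strain and replicate number were taken from the sample labels and the paper, and every column of the tables was matched to a sample (0 columns unmatched). The paper gives 18 mM lactate, an OD_600_ of 0.5 at the start of the MFCs and 10 µM IPTG for the division inhibitors, and describes the replicates of Figure 4 as independent. The labels describe 1 µg of RNA per library, depletion of ribosomal RNA, strand marking with dUTP and read pairs of 150 bases. They describe cells of the late logarithmic phase, while the supplementary methods describe cells harvested from MFCs.

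The authors mapped and counted the reads, and the submitters' processing notes name Bowtie2 (version 2.2.3), RSEM and edgeR, the last as the tool of the authors. The deposited values are FPKM, in 1 table of WT and SulA with 4123 genes and 1 table of SD and SDC with 4429 genes. The tables hold no counts, p-values or FDR, so each comparison was made within its own table and no count test was run on deposited counts. The test planned for FPKM was used. Gene positions are those of the SD and SDC table, on the reference genome the paper names, and gene symbols are those of the tables, some of which are matches to other species.

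FPKM multiplied by gene length was divided by the step that makes most genes of a library whole. Summed over the listed genes, this gave between 4868314 and 7497057 fragments for the libraries of WT and SulA and between 4466773 and 5564113 for those of SD and SDC. These sums need not be the library sizes by which the FPKM were scaled. A value of WT or SulA was called whole within 0.02 fragments plus the rounding of the last decimal, for the 4016 genes where this tolerance stayed under 0.2. In SD and SDC the digits written set the tolerance. A gene was called not whole when at least 4 of its 6 values were not. Tested on simulated data, 17 of 20 genes with replaced values were found and 0 of the other 3963 genes tested.

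SulA was compared with WT, and SDC with SD, by limma 3.58.1 in R 4.3.3 (eBayes with a trend, with statmod 1.5.0) on log2(FPKM + 1), over 4071 and 4301 genes with a mean of at least 1 FPKM in the 6 libraries, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 1, the thresholds of the paper. Members of gene lists were counted at an adjusted p under 0.05 with no fold threshold, over all genes tested and adjusted over the list alone. Lists with at least 5 genes tested were compared with other genes by camera, with a preset correlation of 0.01 and with an estimated correlation. They were also tested by fry, which does not set a list against other genes. No list of SulA against WT or of SDC against SD that camera called with the preset correlation was called with the estimated one. By fry, each study list that preset camera called was called too (adjusted p from 2.89e-05 to 0.0202). Of such fixed lists of SulA, fry called the oxidases with the bc1 complex and iron (adjusted p = 0.0137 each). It did not call prophage, the tricarboxylic acid cycle, *nuo* or secretion (adjusted p = 0.308, 0.0883, 0.0751 and 0.294). Fry alone called anaerobic respiration and *c*-type cytochromes (adjusted p = 0.0137 each), and it called no list of SDC against SD. The 15 lists of the study are the categories of Table S9. The 33 lists fixed before the data were examined are SOS response and DNA repair, prophage, transposases, heat shock and protein quality control, ribosomal proteins, translation factors, the tricarboxylic acid cycle, the *nuo* NADH dehydrogenase, oxygen-reducing oxidases with the bc1 complex, anaerobic respiration, *c*-type cytochromes, flagellum, chemotaxis, type IV and Msh pili, c-di-GMP enzymes, polysaccharide and lipopolysaccharide synthesis, peptidoglycan synthesis, fatty acid and phospholipid synthesis, iron uptake and storage, oxidative stress defence, the synthesis of arginine, branched-chain amino acids, histidine, aromatic amino acids, sulfur compounds with methionine, purines and pyrimidines, cAMP signalling, DNA replication, type II and type VI secretion, multidrug and metal efflux, phage shock proteins and stable RNA. On simulated data with 4071 genes, the fit of SulA and WT recovered 57 of 100 genes changed by a log2 of 1 and 93 of 100 changed by a log2 of 2, with 6 false calls. With 4301 genes, the fit of SDC and SD recovered 0 and 30 of 100, with 1 false call. The simulated values were drawn independently for each gene and library.

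The genes named are, by a rule fixed before the data were examined, *sulA*, the genes the paper names in its transcriptome section, the genes of Table S9 (whose values in the paper had been seen), the 10 genes with a symbol and the largest change in each direction among called genes without overlap between the strains, and up to 4 genes with the smallest adjusted p in each fixed list. For SDC against SD they are *sulA*, *crp*, *cyaA*, *cyaB*, *cyaC*, the Mtr genes, the *rib* genes, and the same numbers from the ranking and the lists. Genes named outside this rule are marked as chosen after their values were seen.

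The replicate numbers of WT and SulA do not pair the libraries, since the deviations of same-numbered libraries from their strain means correlate at −0.01, −0.10 and −0.08 across genes. In SD and SDC the same correlations are 0.58, 0.74 and 0.82, each above the limit of 0.1 at which a block was read beside the results. This does not show that numbers 1 and 2 pair libraries, since SD 3 and SDC 3 stand apart and libraries of different numbers also correlate (0.62 for SD 2 with SDC 1 and 0.41 for SD 1 with SDC 2), and neither the labels nor the paper state a pairing. The alternatives were pseudocounts of 0.1 and 5, no filter, a mean of at least 10 FPKM, scaling by a trimmed mean, quantile normalization, eBayes without a trend, no fold threshold, the replicate number as a block and each library left out in turn. Added after seeing the data were genes detected at 1 depth (fragments of WT and SulA thinned), the genes that are not whole left out, limma voom on the recovered fragments, and both libraries numbered 3 of SD and SDC left out. The genes left out were the 19 of Table S9 in SulA against WT and the 31 in SDC against SD. The 133 transposases and 5 other genes that are not whole stayed in the fit of SulA against WT. Voom was run without the same 19 and 31 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.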

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

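The tests of whole fragments, of shared values, of depth and of the replicate numbers were chosen only after the results were seen, and the splits of the libraries were set before.

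Outside Table S9, 357 genes were called in SulA against WT. Of 10 splits of these 6 libraries, the real one included, only that 1 called as many genes as the real 383. The highest other called 0, and 10 splits are too few for a share under 0.05. The log2 fold changes of genes the paper does not discuss were 5.09 for *napB*, 4.91 for *napH*, 4.74 for *napA*, 4.62 for *napG* and 4.14 for *nrfA* of nitrate and nitrite reduction. They were 3.72 for *yjjI* and 3.19 for *yjjW*, of a glycine radical enzyme and its activase, and 3.17 for *iucC* and 2.66 for *fhuE* of siderophore synthesis and uptake. They were −2.81 for *melA* and −2.45 for *SSO1533* of tyrosine breakdown, −2.20 for *sdhD*, −2.15 for *sdhB* and −2.14 for *sdhA* of succinate dehydrogenase, and −2.75 for *btuB*, −2.68 for *dmsB*, −2.59 for *metF*, −2.23 for *era* and −2.11 for *ACTT6*. In SDC against SD, a comparison the paper does not report, *sulA* had a log2 fold change of −5.15.

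In the WT and SulA table, 19 genes of Table S9, among them all 5 of the Mtr pathway, 6 of lactate use and all 7 of riboflavin synthesis, have values that are not whole fragments. If fragments had been divided between a pair of near-identical copies, each gene would make a whole sum with another, and 0 of the 19 do, while the copies of the elongation factor Tu gene and a pair of TerC family genes do. An error of the step that grows with large values was argued against by 201 of 211 values of at least 20000 fragments, outside Table S9 and transposases, which were whole. How these values arose stays open, and no biological explanation was tested, since a difference in transcript level would still be counted in whole fragments.

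In the SD and SDC table, 31 genes are not whole, of which 13 are among the 19, and every one has a higher mean in SDC. Of riboflavin synthesis 7 genes are among the 31, of which 6 are among the 19 and *ribB* (HRJ35_RS18835) is not, and 42 of their 42 values are whole on the steps of the WT and SulA libraries and 2 on those of their own, so a candidate explanation is that these values in the SD and SDC table come from the WT and SulA libraries. The other 24 genes have 16 of 144 values whole on those steps, so this explanation does not extend to them and their origin stays open. No biological explanation was tested. The 31 genes also lack most of the shift of the libraries SD 3 and SDC 3 from the other libraries. Its median size was 0.138 on the log2 scale for them and 0.684 for the other genes tested. Without the 31 genes the *c*-type cytochromes are no longer called higher in SDC (preset camera adjusted p = 0.127).

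The libraries SD 3 and SDC 3 lie apart from the other 4 of their table. Thinned to 1 depth, their mean correlation with the others was 0.831, against 0.973 among the others and 0.954 between the pair, which argues against sequencing depth. By their deviations from the strain means 5 of 6 libraries correlate best with their own number in the other strain (0.743 for SD 2 with SDC 2, and 0.580 for SD 1 with SDC 1 against 0.411 with SDC 2), but SDC 1 does so with SD 2 (0.620), and a condition shared by libraries of the same number cannot be told apart from other causes, since SD 3 and SDC 3 set much of these values. With both left out, the differences between numbers 1 and 2 within SD and within SDC correlated at 0.254, a sign that chance gives in 1 of 2 cases, so the cause stays open. In SDC against SD, 10 of 10 splits, the real one included, called as many genes as the real 0, the highest other being 0. Any split must call at least 0 genes, so this count cannot test chance, and 10 splits are too few for a share under 0.05. At an unadjusted p under 0.05 the real split has 84 genes and 4 of the other splits, each with SD 3 and SDC 3 in 1 group, have between 397 and 906, which points to a structure of the samples. The other splits that part all 3 pairs of the same number have between 6 and 24.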

How the results depend on the processing

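The tests with the genes that are not whole left out, with voom on the recovered fragments and with both libraries numbered 3 of SD and SDC left out were chosen only after the result was seen. Voom was also run without the genes that are not whole, so a change under voom is not due to voom alone.

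The 254 and 129 genes higher and lower in SulA became 578 and 287 with no fold threshold, and stayed within 1.5 times of these counts under every other setting (188 to 273 and 96 to 150 with 1 library left out). Of the 383 genes called, 314 were also called after trimmed mean scaling and 314 after quantile normalization, and between 282 and 342 with 1 library left out, none with the opposite sign. The members of the study's lists that fell ranged from 7 to 22 with 1 library left out. Of the fixed lists, those higher in SulA by camera with a preset correlation ranged from 1 to 2 with 1 library left out and were 0 at a mean of at least 10 FPKM. In SDC against SD no gene was called under any setting, and 0 by voom. The lists higher in SDC ranged from 1 to 6 with 1 library left out and were 1 with voom, and those lower ranged from 1 to 9 and were 2 after quantile normalization. With both libraries numbered 3 left out they were 3 and 8. The causes of these changes were not tested.

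With the replicate number as a block, 255 genes were higher and 137 lower in SulA, 379 of them among the 383, and 0 genes were called in SDC against SD. The block gave 1 list higher and 4 lower in SulA, 5 and 9 in SDC, and 30 and 13 members of the study's lists higher and lower. In SDC the block called 4 further lists and ended none, in SulA it ended the call of type II and type VI secretion (adjusted p = 0.0599), and it changed no other call of a fixed list. Of the named genes of SulA, the block ended the calls of *atpG*, *ccmC*, *tolC*, *bamA*, *ftsB*, *zapE*, *rimK1*, *fliE*, *pctA*, *pdeB*, *kdsC*, *glmU*, *uppS*, *murB*, *plsY*, *argF*, *ilvA*, *tyrA*, *purK*, *parC*, *holA*, *exeG* and *czcA* (adjusted p between 0.0501 and 0.122). Tests on counts with edgeR or DESeq2 and a comparison with the authors' own FDR were planned for tables holding such values and were not run. The simulated data took the spread of each gene within strains and did not model depth. In them, changes of a log2 of 1 were recovered for 57 of 100 genes in SulA against WT and for 0 of 100 in SDC against SD.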

Differences from the paper's values

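Of the tests of this part, the thinning to 1 depth was chosen only after the result was seen.

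Fig. 4B shows about 2 riboflavin synthesis genes with higher levels in SulA, read by eye, whereas 5 of the 7 riboflavin genes of Table S9 have a higher mean here and 2 a lower one. By the sign of the log2 fold change under the alternatives set before the data were examined, 1 was higher after trimmed mean scaling, 4 were higher after quantile normalization, without WT replicate 2 and without SulA replicate 2, and 5 under each of the others, so none comes within 1.5 times of about 2. Of the 7 genes 0 passed the test in limma under these alternatives, and 0 had an unadjusted p under 0.05 without them.

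The paper gives more genes detected in WT than in SulA. Here more were above 0 FPKM in SulA (4115) than in WT (4104), and also in all 3 libraries (4073 and 4044) and at 1 FPKM (4096 and 4086). Each SulA library is deeper than each WT library, and with all 6 thinned to 4868314 fragments in 20 draws, between 4107 and 4115 genes were detected in SulA and between 4100.0 and 4103 in WT, so depth alone does not set this order.

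The paper states that riboflavin transport genes were mostly lower. Table S9 has no category of that name, so the statement was not set against a value here, and its category of outer-membrane porins has 9 of 9 genes with a lower mean in SulA.

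All 106 genes of Table S9 have the direction given there, which was fixed in advance, since Table S9 holds the means of these same values. The following genes that the paper's text names as changed did not pass the test here. *dld* (adjusted p = 0.0748) passed after trimmed mean scaling (adjusted p = 0.0309), quantile normalization (adjusted p = 0.0408) and without WT replicate 3 (adjusted p = 0.0399). *ldhA* (adjusted p = 0.07) passed after trimmed mean scaling (adjusted p = 0.0335), quantile normalization (adjusted p = 0.0462) and without SulA replicate 3 (adjusted p = 0.0458). *nqrA* (adjusted p = 0.0524) passed with a mean of at least 10 FPKM (adjusted p = 0.0498) and without WT replicate 1 (adjusted p = 0.0201). *menC* (adjusted p = 0.0645) and *menF* (adjusted p = 0.119) passed without WT replicate 1 (adjusted p = 0.0084 and 0.0102), as did *ccmB* (adjusted p = 0.0616, then 0.0183) and *dgcS* (adjusted p = 0.165, then 0.0446). *ccmD* (adjusted p = 0.0592) passed without WT replicate 2 (adjusted p = 0.0305). *mxdD* (adjusted p = 0.109) passed after trimmed mean scaling (adjusted p = 0.0335), quantile normalization (adjusted p = 0.0321) and without WT replicate 3 (adjusted p = 0.0228), and *SO_3177* (adjusted p = 0.317) without WT replicate 3 (adjusted p = 0.0056). *atpA* (adjusted p = 0.0872), *menD* (adjusted p = 0.124), *ccmA* (adjusted p = 0.354) and *ccmE* (adjusted p = 0.104) passed under no setting. Of the WT libraries, replicate 3 lay furthest from the others. Its log2 values correlated at 0.962 and 0.963 with those of replicates 1 and 2, against 0.981 between these. The paper's text gives thresholds for its count of genes and names no test for these single genes. The values of *dld*, *ldhA* and the 7 riboflavin genes of Table S9 are not whole numbers of fragments. Their origin stays open, so the results for these genes, the set against Fig. 4B included, hold for the deposited values only.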

Other observations

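Leaving out the genes that are not whole and voom on the recovered fragments are tests chosen only after the result was seen. The voom fit left out these genes too.

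Iron genes changed in SulA beyond the siderophore genes described before. Of 28 genes of iron uptake and storage, 13 rose and 4 fell, with 15 and 4 when adjusted over the list alone. *irgA*, a TonB-dependent receptor, rose by 2.52 on the log2 scale, and those that fell were *bfr* at −1.62, *bfr* at −1.56, *tonB* at −1.43 and *exbD2* at −1.17, of which the *bfr* genes encode the iron store bacterioferritin and *tonB* and *exbD2* drive uptake across the outer membrane. The list was higher with the preset correlation of camera (adjusted p = 0.00882), not at a mean of at least 10 FPKM (adjusted p = 0.246), and adjusted p = 0.947 with an estimated correlation. Of 29 genes of sulfur assimilation and methionine synthesis, 7 rose and 3 fell, with 7 and 6 when adjusted over the list alone. *cysH* of sulfate reduction rose by 1.26, and *metR*, a regulator of methionine synthesis, fell by 1.43 beside *metF* and *metXA*. The deposited table describes *metXA* as a protein with a CBS domain, so its place in this list rests on its symbol. Of 15 genes of aromatic amino acid synthesis, 5 rose (*aroA* at 1.33, *aroH* at 0.96, *aroE* at 0.81, *tyrA* at 0.79 and *aroF* at 0.78) and 0 fell, with 6 and 0 when adjusted over the list alone (preset camera adjusted p = 0.077). Of 20 genes of oxidative stress defence, 4 rose (*msrA* at 1.40, *grxD* at 1.64, *ahpF* at 0.73 and *trxA* at 0.97) and 0 fell, with 5 and 1 when adjusted over the list alone, of which *grxD* encodes a glutaredoxin and *msrA* repairs oxidized methionine. Of 94 prophage genes, 3 rose (HRJ35_RS05770 at 0.80, HRJ35_RS16245 at 0.81 and HRJ35_RS16415 at 0.55) and 12 fell, with 2 and 8 when adjusted over the list alone, and *Mup35* of a Mu-like phage was at −1.58 (preset camera adjusted p = 2.08e-05, adjusted p = 0.947 with an estimated correlation). Of 4 genes of the phage shock response, 0 rose and 2 fell (*pspA* at −1.66 and the *pspB* gene (HRJ35_RS10905) at −1.32), with 0 and 2 when adjusted over the list alone. Of 22 genes of type II and type VI secretion, 0 rose and 5 fell (the type II secretion M gene (HRJ35_RS03405) at −0.81, the N gene (HRJ35_RS03410) at −0.78, *pilC* at −0.75, *exeG* at −0.67 and *exeL* at −0.59), with 0 and 5 when adjusted over the list alone. This list was lower with the preset correlation (adjusted p = 0.038), and adjusted p = 0.947 with an estimated correlation. It lost the preset call without WT replicate 1 or 2 or SulA replicate 2 (adjusted p = 0.0962, 0.0901 and 0.127), at a mean of at least 10 FPKM (adjusted p = 0.0548) and after quantile normalization (adjusted p = 0.0668).

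In the other lists of SulA against WT, no shift was called by preset camera, which was not run on lists of under 5 genes. The median log2 fold change was above 0 although the direction of the test was down for SOS response and DNA repair, transposases, translation factors, flagellum, chemotaxis, polysaccharide and lipopolysaccharide synthesis, fatty acid and phospholipid synthesis, purine biosynthesis, DNA replication and multidrug and metal efflux. In limma, 0 of 17 genes of SOS response and DNA repair passed the test, 0 of 14 translation factors and 0 of 8 histidine genes, also when adjusted over each list alone, with 2, 2 and 0 at an unadjusted p under 0.05. Of 157 transposases, 7 rose and *NGR_a01970* fell by 0.90, with 0 and 0 when adjusted over the list alone. Of 20 heat shock genes, 2 rose (*hslU* at 0.73 and *hslV* at 0.87) and 1 fell (*clpP* at −0.89), with 0 and 0 when adjusted over the list alone. Of 11 genes in the list of ribosomal proteins, 2 rose (*rplY* at 1.25 and *rimK1* at 0.52) and 1 fell (*rpsA* at −0.87), with 2 and 3 when adjusted over the list alone. Of these, *rimK1* is named for an enzyme that modifies a ribosomal protein. The list was matched by gene symbol or description and has 56 genes in the SD and SDC table, so it covers only part of the ribosomal proteins here. Of 53 chemotaxis genes, 3 rose (*mcpP* at 1.64, *pctA* at 0.87 and *pctA* at 0.71) and 1 fell (*aer* at −1.04), with 2 and 0 when adjusted over the list alone. Of 25 peptidoglycan genes, 4 rose (*dacB* at 0.95, *glmU* at 0.65, *uppS* at 0.65 and *murB* at 0.60) and 0 fell, with 2 and 0 when adjusted over the list alone. Of 27 fatty acid and phospholipid genes, 2 rose (*acpS* at 1.09 and *pssA* at 0.93) and 3 fell (*fabG* at −1.14, *plsY* at −0.67 and *acpP2* at −0.76), with 2 and 3 when adjusted over the list alone. Of 47 efflux genes, 4 rose (*acr3* at 0.93, *cusB* at 0.97, HRJ35_RS21305 at 0.58 and HRJ35_RS11455 at 0.75) and 2 fell (*HI_0895* at −0.86 and *czcA* at −0.69), with 2 and 2 when adjusted over the list alone. Of 23 replication genes, 0 rose and 2 fell (*parC* at −0.62 and *holA* at −0.63), with 0 and 0 when adjusted over the list alone. Of 9 arginine genes, 1 rose (*argF* at 0.71) and 0 fell, with 1 and 0 when adjusted over the list alone. Of 11 branched-chain amino acid genes, 1 rose (*ilvA* at 0.69) and 0 fell, with 1 and 0 when adjusted over the list alone. Of 15 purine genes, 1 rose (*purK* at 0.69) and 3 fell (*purF* at −0.79, *purL* at −0.79 and *purD* at −0.75), with 1 and 3 when adjusted over the list alone. Of 9 pyrimidine genes, 2 rose (*pyrB* at 0.88 and *pyrF* at 0.71) and 0 fell, with 2 and 0 when adjusted over the list alone. Of 3 genes of cAMP signalling, 2 rose (*crp* at 2.04 and *cpdA* at 0.74) and 0 fell, with 2 and 0 when adjusted over the list alone. The list of stable RNA has no genes in this table. Of the genes given with values for these lists and those of the paragraph before, *Mup35*, *acpS*, *aroA*, *aroH*, *bfr*, *crp*, *cysH*, *dacB*, *fabG*, *grxD*, *irgA*, *mcpP*, *metR*, *msrA*, *pspA*, *pyrB*, *rplY* and the *pspB* gene (HRJ35_RS10905) kept an adjusted p under 0.05 under every alternative that tested them, the block aside, and the others named by the fixed rule lost it under at least 1, with adjusted p between 0.0501 and 0.166. Named after their values were seen were the second *bfr* gene, *tonB*, *exbD2*, *aroF*, HRJ35_RS05770, HRJ35_RS16245, HRJ35_RS16415, *exeL*, *acpP2*, HRJ35_RS21305 and HRJ35_RS11455.

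In SDC against SD, *mtrC* and *cymA* had higher means in SDC but no gene passed the test. The limma comparison called 0 of 4301 genes at an adjusted p under 0.05, with 84 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.359, and voom on the recovered fragments also called 0. The libraries of the strains did not overlap for 265 genes (6.16%, where chance gives 10% for exchangeable libraries, which these are not, since SD 3 and SDC 3 stand apart together). *mtrC* was at 316 ± 3.73 FPKM (SD, n = 3) in SD and 1377 ± 19.3 FPKM in SDC, and *cymA* at 819 ± 108 and 2407 ± 471 FPKM, with adjusted p of 0.359 and 0.999, and the values of both are not whole fragments. *crp* was at 756 ± 27.7 FPKM in SD and 2069 ± 379 FPKM in SDC, likewise not whole. The 31 genes that are not whole had a median SD within strains of 0.20 on the log2 scale, against 0.51 for the other genes tested. By preset camera 4 of the fixed lists were higher in SDC, namely prophage (adjusted p = 0.000172), *c*-type cytochromes (adjusted p = 0.000172), stable RNA (adjusted p = 0.00447) and arginine synthesis (adjusted p = 0.0496). The 6 lists lower were peptidoglycan synthesis and type II and type VI secretion (adjusted p = 0.0152 each), the *nuo* genes (adjusted p = 0.016), polysaccharide synthesis and oxidative stress defence (adjusted p = 0.0302 each) and heat shock (adjusted p = 0.0496). No member of these lists passed the test over all genes, and when adjusted over the list alone 4 genes of the *c*-type cytochromes and 1 of cAMP signalling were higher. With an estimated correlation none of the 10 was called, with adjusted p = 0.64, or 0.833 for *nuo* and 0.868 for stable RNA, with an estimated correlation. With the replicate number as a block, all 10 were called, and so were efflux higher (adjusted p = 0.0147) and ribosomal proteins, the tricarboxylic acid cycle and purine synthesis lower (adjusted p = 0.00345, 0.0128 and 0.0147), where each of these 4 had an adjusted p of 0.525 with an estimated correlation and the block. For the other fixed lists of SDC against SD no shift was called.

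Each of the 10 preset calls of SDC against SD ended under at least 2 settings, with the adjusted p in brackets. The call of prophage ended after quantile normalization (0.321) and without SD 3 (0.206). The call of *c*-type cytochromes ended without SD 2 (0.0714), without SDC 3 (0.483), with the genes that are not whole left out (0.127) and by voom, which left out the same genes (0.421). The call of stable RNA ended without SD 1 (0.197), without SD 2 (0.265), without SDC 2 (0.0997), without SDC 3 (0.154) and by voom (0.0521). The call of arginine synthesis ended with a pseudocount of 0.1 (0.0568), with no filter (0.0591), without SD 1 (0.277), without SD 3 (0.199), without SDC 2 (0.213), without SDC 3 (0.154), by voom (0.0521) and without SD 3 and SDC 3 (0.21). The call of peptidoglycan synthesis ended without SD 1 (0.0554), without SD 2 (0.185) and without SDC 3 (0.259). The call of secretion ended after quantile normalization (0.112), without SD 1 (0.0957), without SD 3 (0.12), without SDC 1 (0.067) and without SDC 2 (0.084). The call of the *nuo* genes ended after quantile normalization (0.0805), without SD 1 (0.373), without SD 2 (0.494) and without SDC 3 (0.922). The call of polysaccharide synthesis ended after quantile normalization (0.268), without SD 1 (0.277), without SD 2 (0.247), without SDC 3 (0.528) and by voom (0.0531). The call of oxidative stress defence ended after quantile normalization (0.149), without SD 3 (0.632), without SDC 2 (0.137), without SDC 3 (0.115) and without SD 3 and SDC 3 (0.428). The call of heat shock ended with a pseudocount of 0.1 (0.0553), with no filter (0.0591), at a mean of at least 10 FPKM (0.0635), after quantile normalization (0.321), without SD 1 (0.339), without SD 2 (0.0636), without SD 3 (0.12), without SDC 2 (0.532), without SDC 3 (0.361) and without SD 3 and SDC 3 (0.34).

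Across the 3991 genes tested in both tables, the log2 fold changes of SulA against WT and of SDC against SD correlated at r = 0.12 (rho = 0.21), and at r = 0.11 over 3954 genes with the genes that are not whole left out. The comparisons share no libraries, and genes are not independent replicates.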
